# An atypical HLH transcriptional regulator plays a novel and important role in strawberry ripened receptacle

**DOI:** 10.1186/s12870-019-2092-4

**Published:** 2019-12-27

**Authors:** Laura Medina-Puche, Félix J. Martínez-Rivas, Francisco J. Molina-Hidalgo, José A. Mercado, Enriqueta Moyano, Antonio Rodríguez-Franco, José L. Caballero, Juan Muñoz-Blanco, Rosario Blanco-Portales

**Keywords:** Atypical HLH, Fruit ripening, PRE1, Strawberry

## Abstract

**Background:**

In soft fruits, the differential expression of many genes during development and ripening is responsible for changing their organoleptic properties. In strawberry fruit, although some genes involved in the metabolic regulation of the ripening process have been functionally characterized, some of the most studied genes correspond to transcription factors. High throughput transcriptomics analyses performed in strawberry red receptacle (*Fragaria x ananassa*) allowed us to identify a ripening-related gene that codes an atypical HLH (*FaPRE1*) with high sequence homology with the PACLOBUTRAZOL RESISTANCE (PRE) genes*.* PRE genes are atypical bHLH proteins characterized by the lack of a DNA-binding domain and whose function has been linked to the regulation of cell elongation processes.

**Results:**

*FaPRE1* sequence analysis indicates that this gene belongs to the subfamily of atypical bHLHs that also includes *ILI-1* from rice, *SlPRE2* from tomato and *AtPRE1* from *Arabidopsis*, which are involved in transcriptional regulatory processes as repressors, through the blockage by heterodimerization of bHLH transcription factors. *FaPRE1* presented a transcriptional model characteristic of a ripening-related gene with receptacle-specific expression, being repressed by auxins and activated by abscisic acid (ABA). However, its expression was not affected by gibberellic acid (GA_3_). On the other hand, the transitory silencing of *FaPRE1* transcription by agroinfiltration in receptacle produced the down-regulation of a group of genes related to the ripening process while inducing the transcription of genes involved in receptacle growth and development.

**Conclusions:**

In summary, this work presents for the first time experimental data that support an important novel function for the atypical HLH *FaPRE1* during the strawberry fruit ripening. We hypothesize that FaPRE1 modulates antagonistically the transcription of genes related to both receptacle growth and ripening. Thus, FaPRE1 would repress the expression of receptacle growth promoting genes in the ripened receptacle, while it would activate the expression of those genes related to the receptacle ripening process.

## Background

During the processes of development and ripening of soft fruits, many metabolic pathways that are responsible for organoleptic properties are differentially expressed. In strawberry fruits, it is very well established that the increase in the ABA/auxins ratio triggers the transcription of many ripening-related genes involving the different organoleptic properties such as aroma, color, taste and softening [1–10]. However, with the exception of some transcriptional factors (TFs), the functional characterization of genes involved in the regulation of these metabolic pathway is very scarce until now. Thus, it has been described the function played by a few transcription factors. *FaMYB10,* a R2R3 MYB TF related to the secondary metabolism, is described as a ripening-related master regulatory gene of the structural flavonoid/phenylpropanoid metabolic pathway genes [9]; and the *EMISSION OF BENZENOIDS II* (*FaEOBII*), a positive regulator of flavonoids/phenylpropanoids volatile-related genes, regulates the *CINNAMYL ALCOHOL DEHYDROGENASE* (*FaCAD1*) and the *EUGENOL SYNTHASE 2* (*FaEGS2*), which controls the production of eugenol, a volatile phenylpropanoid, in ripe strawberry receptacles [8]. Recently, a DOF-type TF (FaDOF2) has also been identified as a positive regulator of eugenol biosynthesis in ripened strawberry receptacle. Both FaEOBII and FaDOF2 seem to act synergistically in the activation of the *FaEGS2* gene transcription [11]. In this way, an ERF-MYB TF complex regulates furaneol biosynthesis by means of a quinone reductase transcription regulation [12]. The functional role played by FcMYB1, another R2R3 MYB TF, was also characterized. This TF acts as regulator of the branching point of the anthocyanins/proanthocyanidins biosynthesis [13]. Also, *FaGAMYB* has been described as a regulator in the transition from vegetative growth to ripening process [14]. In addition, it was demonstrated that the transient down-regulation of the C-type MADS-box TF expression *(SHATTERPROOF-like* gene*; FaSHP*) gave rise to a slightly shorter delay in the time required to reach the pink stage of ripening [7]. Besides, transcription of several ripening-related genes as well as the content of several metabolites was altered in these transiently modified fruits [7]. It was proposed that SCARECROW-LIKE 8 (FaSCL8) could modulate the transcription regulation of genes related to the flavonoid/anthocyanin biosynthesis, probably through their influence on *FaMYB10* gene expression [15]. Moreover, *FaMYB44.2* has been proposed to interact with *FaMYB10* in sucrose accumulation, which would have an impact on the ripening process [16]. On the other hand, four TFs (FaMYB9/FaMYB11, FabHLH3 and FaTTG1) have been described as positive activators of genes that are involved in the proanthocyanidins (PAs) biosynthesis in strawberry immature fruits [17]. A comparation between a mutant whited coloured strawberry and a red natural one has discovered some TF potentially involved in the anthocyanin biosynthesis [18].

High throughput transcriptomics analyses previously performed by our group [19] have allowed us to identify a ripening-related gene that codes an atypical HLH (*FaPRE1*) belonging to the basic helix-loop-helix/helix-loop-helix (bHLH/HLH) TFs family. *FaPRE1* was selected for its expression characteristics: a) ripening-related; b) receptacle-specific; c) negatively regulated by auxins, and d) induced by ABA [19]. According to their DNA-binding ability, these proteins are classified into two groups; DNA-binding bHLH (bHLH) and non-DNA-binding bHLH (HLH) proteins, also called atypical HLH [20–24]. bHLH TFs contain two clearly differentiated domains, a basic domain located at the amino terminus of the proteins, which contains 13–17 basic amino acids, and an HLH region, located at the carboxy terminus that comprises two amphipathic α-helices which are rich in hydrophobic amino acids and are connected by a loop of variable length. The basic domain gives the transcription factor the ability to bind to the DNA [24–26] while the presence of the HLH motif confers the ability to establish homo- or heterodimeric interactions with other bHLH proteins, which is essential for DNA recognition and DNA-binding specificity [22, 24]. On the contrary, HLH proteins are particularly diverged at the basic region, that usually lacked critical sequences for a proper DNA binding domain and, in consequence, they did not present DNA-binding ability [25]. HLH proteins may dimerize with other bHLH proteins [24, 27–29], thus acting as negative regulators of bHLH protein action through the formation of heterodimers. This interaction will avoid bHLH protein to interact with other bHLH and, in this way, with their corresponding *cis* sequences on the DNA [24, 29–34].

Several studies have shown that atypical HLH proteins play important regulatory roles in hormone signaling and cell elongation [20, 35–38], light signaling [39], vascular and fruit development [30, 34] or grain size [40, 41]. In this sense, functional analysis identified AtPRE1 (*Arabidopsis* PACLOBUTRAZOL RESISTANCE 1), an atypical HLH protein that plays an activator role of genes that respond to gibberellin, presumably downstream of DELLA proteins [20]. AtPRE1 also regulates organ elongation in response to BRs [31, 32]. Thus, AtPRE1 interacts with IBH1 (ILI1 binding bHLH 1), another atypical HLH that negatively regulates ACE1 (Activator of Cell Elongation 1). When AtPRE1 interacts with IBH1, it prevents its binding to ACE1 and restores the transcription ability of ACE to induce cell elongation [31, 32]. Thus, this triantagonistic bHLH system, which is generally used for these transcriptional regulators to perform its function, seems to be important in determining the final size of plant cells [31, 32].

Furthermore, in tomato, the *PRE*-like gene *SlStyle2.1* controls both the elongation and length of floral style, and has also been related to the evolution of self-pollination flowers in cultivated varieties [42]. In all these cases, the balance of triantagonistic bHLH proteins might be important to determine both the size of plant cells and the regulation of cell elongation, acting downstream of multiple external and endogenous signals [31, 32, 43].

Very little is known about the role of bHLH/HLH regulators in fruit ripening. In fruits, only an atypical HLH has been described in tomato (*SlPRE2*) that seems to participate in the development of the immature fruit but not in the stages of fruit ripening [33, 34]. This transcriptional factor is predominantly expressed in the fruit development and the silencing of its transcription diminished fruit size due to a thinning of the fruit pericarp [34]. Furthermore, *SlPRE2* transcription was GA_3_-inducible in immature green fruits. The authors suggest that SlPRE2 may regulate fruit size through the regulation of the cell expansion [34].

However, the specific role played by the bHLH/HLH in the fruit ripening process is not known. In this paper, we present the functional characterization, along the ripening of the strawberry receptacle, of an atypical HLH protein (FaPRE1). The transcription pattern of this gene is receptacle specific and clearly inducible along the ripening stages. In addition, the *FaPRE1* transcription is regulated positively for the internal concentration of abscisic acid (ABA) in the receptacle but not for the content of GA_3_. The transitory silencing of *FaPRE1* transcription by agroinfiltration in receptacle produced the down-regulation of a group of genes related to the ripening process while it induced the transcription of genes involved in receptacle growth. All these results indicate that *FaPRE1* plays a novel and important pivotal functional role along the receptacle ripening process differentially coordinating the antagonistic transcription of genes related to the receptacle growth and of those genes involved in receptacle ripening.

## Results

### *FaPRE* genes encode atypical HLH proteins

Bioinformatics analysis of the available Fragaria vesca (v2.0.a2) [44] and *Fragaria x ananassa* genome (v1.0-a1) [45] has allowed us to identify three *PRE* genes (*FaPRE*) in strawberry genome that we have named *FaPRE1* (*gene30478*), *FaPRE2* (*gene28320*) and *FaPRE3* (*gene03986*). The comparison of the deduced proteins from *FaPRE* genes had a 90% amino acid sequence identity among them (Fig. 1a). Phylogenetic analysis showed that FaPRE1, FaPRE2 and FaPRE3 proteins can be classified into the atypical HLH subgroup 16 of the 32 plant bHLH/HLH subfamilies [22] (Additional files 1, 2).

**Fig. 1:**
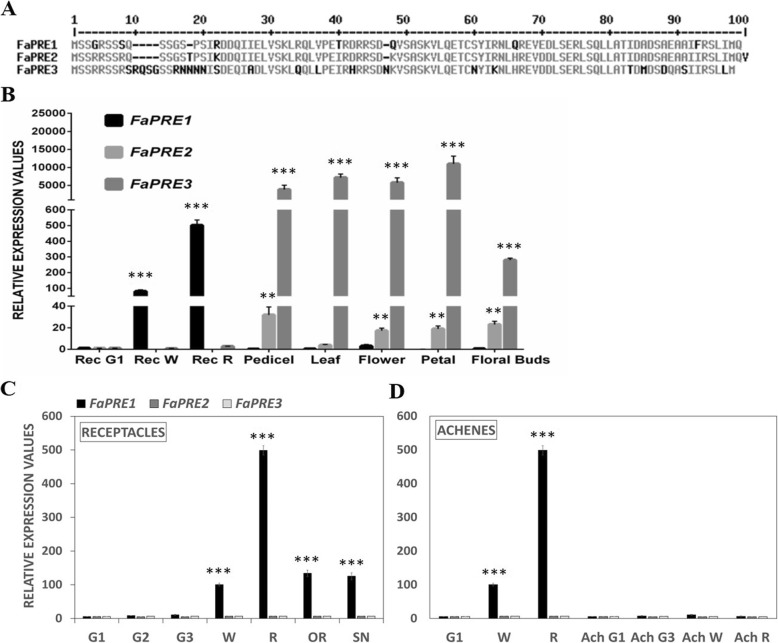
**a** Alignment of the predicted amino acid sequences of FaPRE1, FaPRE2 and FaPRE3 proteins. **b**-**d** Analysis by qRT-PCR of *FaPRE* genes expression in different tissues of *Fragaria* x *ananassa* “Camarosa” plants. **b** Analysis of *FaPRE* genes expression in some selected developing receptacles compared with vegetative tissues. Analysis of *FaPRE* genes expression in receptacles (**c**) and achenes (**d**) in different stages of development. Rec G1 and G1, small-sized green fruit; G2, middle-sized green fruits; G3, full-sized green fruit (G1 and G3: stages of development); Rec W and W, white stage; Rec R and R, ripe stage; OR, overripe stage; SN, senescent stage. Results were obtained using 3’UTR specific primers and quantification is based on Ct values. Relative expression values were calculated relative to receptacles G1 stage *C*t value, which was assigned an arbitrary value equal to unity. Values are mean ± SD of five independent experiments. Statistical significance with respect to the reference sample was determined by the Student’s *t*-test: **p < 0.01, ***p < 0.001

In addition, the analysis of the FaPREs amino acid deduced sequence with InterProScan software revealed that, as in other similar PRE-like proteins, FaPREs lack the basic region at the amino terminal end of the protein which is characteristic of the bHLH transcription factors and responsible for their specific DNA binding ability. The atypical HLHs interact with bHLHs transcription factors and, in this way, interfere with their regulatory activity by blocking its binding to the *cis*-regulatory sequences positioned on the gene promoters that regulate. In this sense, the existence of a putative helix-loop-helix (HLH) domain, which is important for the interaction with other HLH transcription factors, was observed in the three FaPREs deduced proteins (Additional file 3B). It is noteworthy that this HLH domain is highly conserved in all PRE family members from A. thaliana [20], as well as in other plants as rice and grape (Additional file 3C) [23, 46]. Using the Plant-mPLoc program (http://www.csbio.sjtu.edu.cn/cgi-bin/PlantmPLoc.cgi) to determine the bioinformatic prediction of FaPREs, a nuclear subcellular localization for these proteins was predicted (Additional file 3D), as has previously been described in other plant species [47, 48].

### FaPRE1 protein is located in nucleus

To confirm bioinformatics predictions related to the subcellular location of FaPRE1 protein, we carry out in vivo heterologous studies in *N. benthamiana*. For that, a N-terminal translational fusion protein construct between FaPRE1 and GFP proteins was driven under the control of a CaMV35S promoter. Confocal imaging analysis of the agroinfiltrated leaves indicated that the fusion protein co-localized with the nucleus marker DAPI (Fig. 2).

**Fig. 2:**
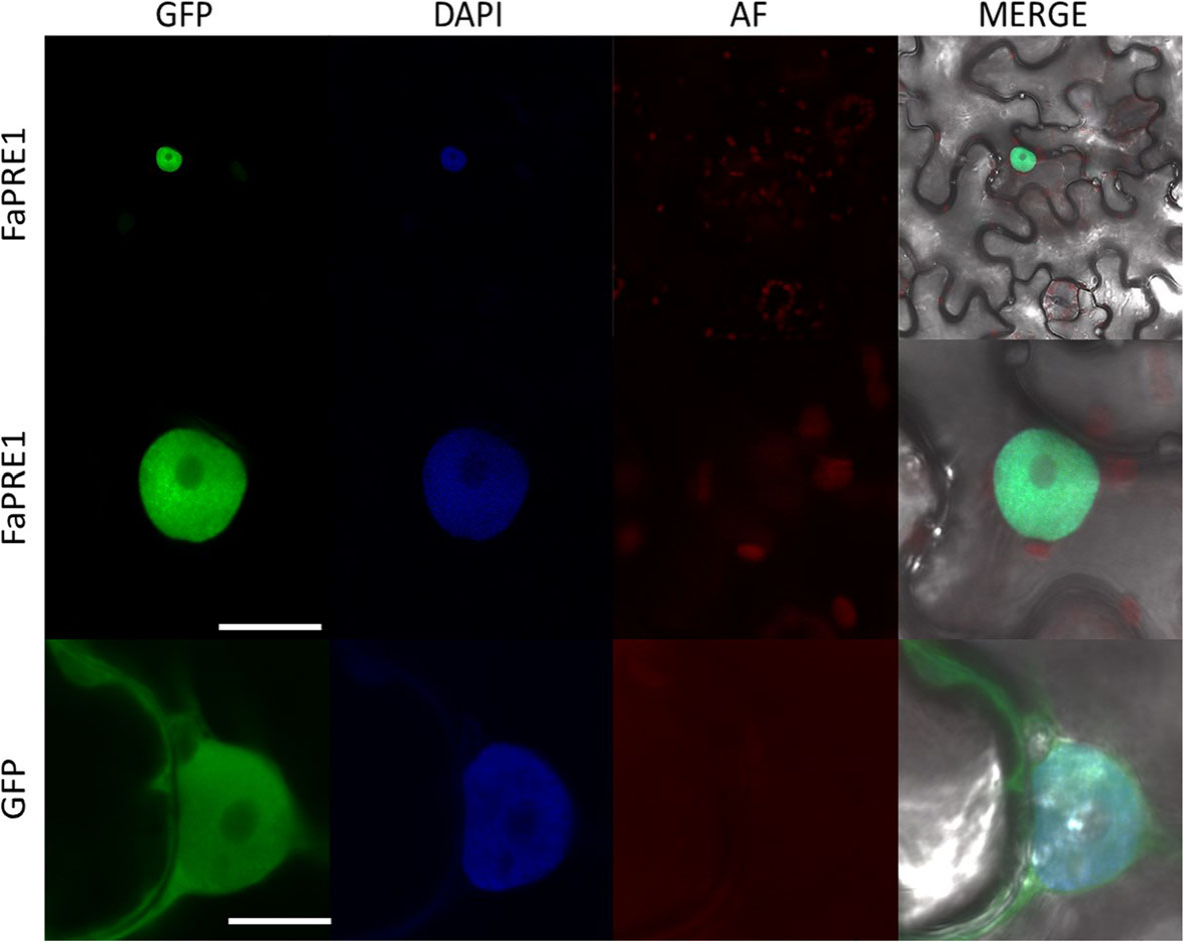
Subcellular localization of FaPRE1-GFP or free GFP upon transient expression in *Nicotiana benthamiana* leaves. Leaves from *N. benthamiana* were agroinfiltrated with translational constructs 35S-GFP-FaPRE1 and with 35S-GFP as control. Fluorescence signal detected using a confocal microscope. GFP, green fluorescent protein; DAPI, 4′,6-Diamidino-2-Phenylindole; AF, Autofluorescence; MERGE, merged view of the GFP and DAPI images. Scale bar: 5 μm

### The spatio-temporal expression of *FaPRE* genes indicates that *FaPRE1* is a ripening-related gene

qRT-PCR studies were performed to determine the spatial expression of the three *FaPRE* genes. Our analysis showed that *FaPRE2* and *FaPRE3* transcription was restricted to vegetative tissues with a scarce or negligible transcription in the receptacle. However, *FaPRE1* was almost exclusively expressed in ripe receptacle (Fig. 1b). For this reason, a more detailed spatio-temporal study of *FaPRE1* expression was carried out in the strawberry receptacle at different stages of growth and ripening. The data indicated that the amount of *FaPRE1* transcript increased steadily along the development and receptacle ripening stages, reaching their highest levels of transcription in the fully ripe stage (R). Afterwards, a slight decrease of transcript was observed in the overripe stage (OR), that was more pronounced in the senescent stage (SN), where only a low transcription level was detected (Fig. 1c). In contrast, transcript levels in achenes, corresponding to the different development and ripening stages, were negligible with respect to the values observed in the receptacle (Fig. 1d). Besides, the *FaPRE1* expression was not significant in vegetative tissues. All these data taken together suggest the participation of *FaPRE1* in the strawberry receptacle ripening process while *FaPRE2* and *FaPRE3* would develop their function in the vegetative tissues of the plant.

### Hormonal regulation of *FaPRE* genes transcription

Considering that *FaPRE1* is a ripening-related gene, its regulation by auxins and ABA was studied. It has been previously reported that achenes removal from the surface of immature G3-stage fruits decreases the inner concentration of auxins in the receptacle, which induces the transcription of many ripening-related genes [9, 19]. Similarly, the *FaPRE1* transcription increased in de-achened receptacles (G3-achenes) with respect to that observed in control receptacles (G3) (Fig. 3a). As expected, this induction was abolished by the external application of the synthetic auxin IAA (Fig. 3a). Both results suggest that *FaPRE1* gene transcription was negatively regulated by the internal content of auxins in immature receptacles. On the other hand, and supporting the previous data, the transcription of *FaPRE1* decreased in receptacles where ABA production was diminished either by the inhibition of FaNCED1 enzymatic activity through the fruit treatment with NDGA or by the transitory silencing of the *FaNCED1* transcription (Fig. 3b) [9]. This differential hormonal expression pattern shows that, as in the case of many ripening-related genes, *FaPRE1* gene transcription is regulated, directly or indirectly, by the ratio ABA/auxins [19].

**Fig. 3:**
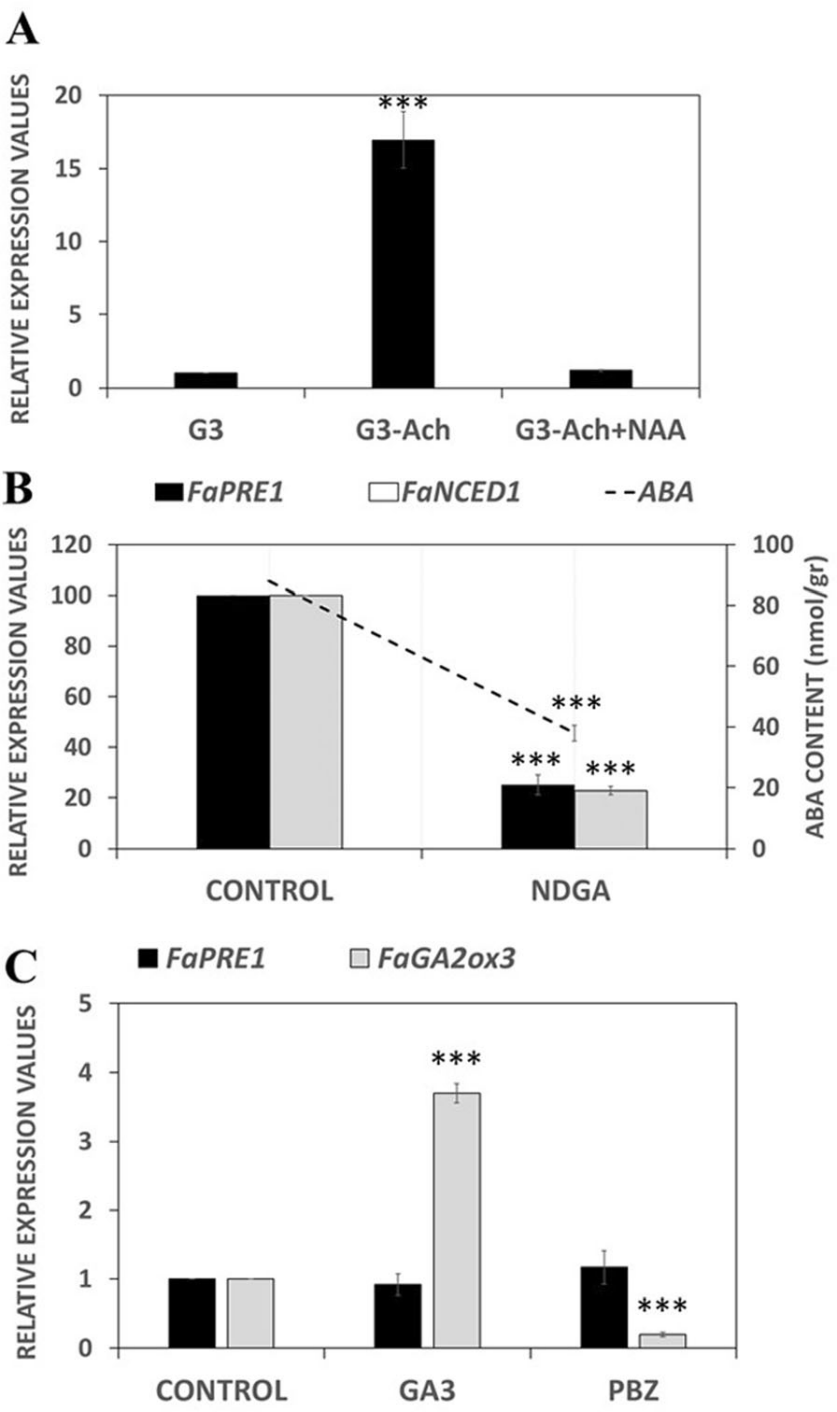
Hormonal effects in *FaPRE1* gene expression. **a** Analysis by qRT-PCR of the effects of removing achenes from G3 developing fruits on *FaPRE1* gene expression. **b** Analysis of *FaPRE1* and *FaNCED1* gene expression (bars) in G-W fruits treated with NDGA in both experimental situations; line indicates the ABA content in the analyzed fruits. **c** Analysis of the effects of gibberellins on *FaPRE1* and *FaGA2ox3* expression which was used as a control. The increase in the mRNA value was relative to the CONTROL *C*t value of each experiment. Values are mean ± SD of five independent experiments. Statistical significance with respect to the reference sample was determined by the Student’s *t*-test: ***p < 0.001

In A. thaliana*,* it has been previously demonstrated that gibberellic acid (GA) regulates cell elongation through the increase of *AtPRE1* transcription [20]. On the other hand, *SlPRE2* also shows an important role in the cell enlargement along tomato fruit development through GAs [34]. In strawberry fruit receptacles, although endogenous GA content has been measured along receptacle development and ripening [49, 50], the relationship between GAs and fruit ripening has not been established. To determine whether *FaPRE1* transcription is under the control of GAs, strawberry fruit were injected with gibberellic acid (GA_3_) or paclobutrazol (PBZ), a compound that blocks gibberellin biosynthesis. Interestingly, in both cases, no significant changes were detected in *FaPRE1* transcription between treated fruits versus untreated control fruits while *GA2ox3*, a control gene related with the GA degradation in strawberry fruit, was induced by GAs and repressed by PBZ treatment respectively (Fig. 3c). Besides, no phenotypic changes were observed in treated fruits compared to controls (data not shown). These results discard that gibberellins affect the *FaPRE1* gene transcription in ripe fruits. This fact was reinforced by the bioinformatic analysis of the p*FaPRE1* promoter that showed the absence of GARE *cis*-regulatory sequences (DNA recognition sites of gibberellin response) in this promoter (Fig. 4).

**Fig. 4:**
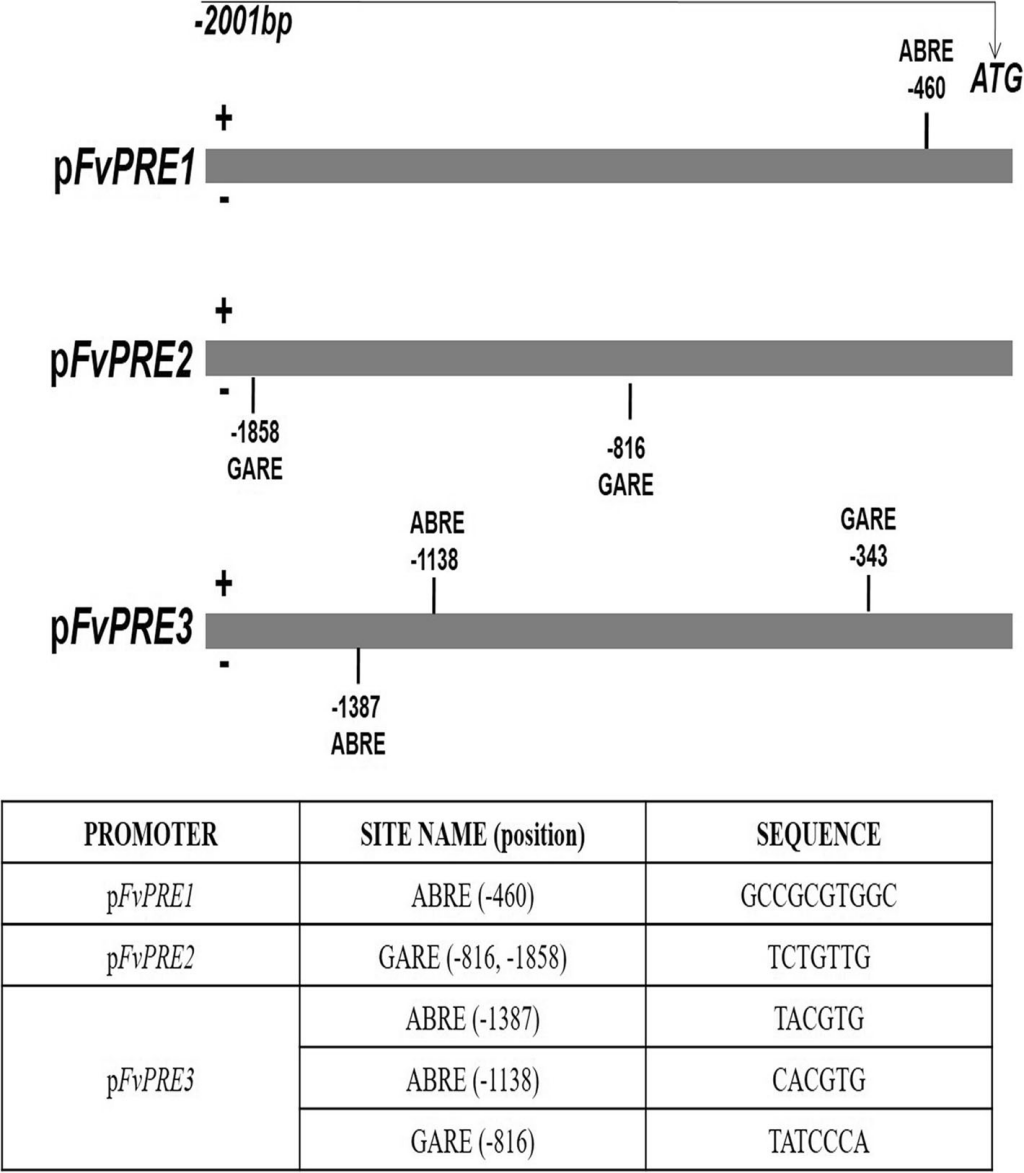
Schematic diagram of *FvPRE1*, *FvPRE2* and *FvPRE3* promoters from *Fragaria vesca.* The bar on top indicates the length of the promoter fragment relative to the ATG codon. ABRE and GARE motif are marked within their position in promoter sequence

On the contrary, in vitro strawberry plants treated with GA_3_ showed morphological changes that resulted in elongated plants while PBZ treated-plants displayed a dwarfed phenotype (Additional file 4). The analysis of *FaPRE* genes transcription in leaves, pedicel and root of the treated versus untreated plants showed that *FaPRE2* increased its transcription in all the analyzed tissues from GA_3_ treated-plants while *FaPRE3* transcription did not vary with respect to the control (Additional file 4B-D). In addition, *FaPRE2* and *FaPRE3* transcription was significantly reduced in all tissues in the presence of PBZ (Additional file 4 B-D). This suggests that both *FaPRE2* and *FaPRE3* are under the regulation of GA_3_ and probably play an active role in gibberellin signaling in vegetative tissues but not in fruits. Moreover, the promoter analysis of both genes presents GARE-motifs. In the p*FaPRE2* promoter region two GARE-motifs were present, whereas in p*FaPRE3* only one was present (Fig. 4). These data not only support the idea that the *FaPRE2* and *FaPRE3* transcription is regulated by gibberellins but relate the transcript level of each gene in response to this hormone with the number of GARE-motifs identified in their promoter sequences. Furthermore, these results support the proposal that the transcription of *FaPRE1* is independent of GA_3_ levels.

### High-throughput transcriptional analysis of transgenic receptacle where the *FaPRE1* transcription was silenced

Considering that FaPRE1 is a transcriptional co-regulator, to determine the putative functional role that *FaPRE1* plays along the ripening process, we proceeded to transitorily silence its transcription in ripened fruit by RNAi-*FaPRE1* agroinfiltration approaches. RNAi-*FaPRE1* silenced receptacles did not shown any phenotypical changes when compared to control receptacles (data not shown). Using a custom-made oligo-based microarray platform [19], a transcriptomic comparison between transgenic receptacle, where the *FaPRE1* transcription was silenced, versus control receptacles was carried out (Additional files 5, 6) and the obtained data were validated by qRT-PCR (Additional file 7). 

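Receptacle, the fleshy tissue on which the achenes sit, was compared between the small green (G1) stage and the red (R) stage on 4 arrays, 2 for each stage. Each array was hybridised with Cy3-labelled RNA from a single sample of F. × ananassa. The arrays of the RNAi-FaPRE1 receptacles were not analysed here. The methods describe 3 independent pools of 10 fruits and plants grown in the field, while the sample descriptions name 2 samples per stage and plants kept in a chamber and then in a greenhouse. Whether the 2 samples of a stage were separate pools is not clear, so the p-values may measure only the technical spread between arrays. Red replicate 1 was on a different slide from the other arrays of the series and had a different scan date. Red replicate 2 shared its slide and scan date with both green samples. Each array held 61657 spots other than controls, which belonged to 35337 probes for 35116 gene models or named strawberry genes, and 34911 of these had 1 probe. Of the probes, 25785 were printed on 2 spots and 9502 on 1 spot, whereas the series description gives more oligonucleotides for each sequence.
The scanner software (Agilent Feature Extraction) had subtracted the background and evened out the signal within each array, and the values were on a linear scale with no normalization between arrays. The paper's text names no normalization and refers to an earlier article for the processing. Here the log2 signal was taken relative to the 75th percentile of each array, which stood at a signal of 671 and 509 on the red arrays and 390 and 347 on the green arrays. Spots marked as uneven or as outliers were left out, 84 to 255 on each array. Well above background were 24262 and 23912 probes in the red samples and 24373 and 23658 probes in the green samples, and probes that reached this on at least 2 of the 4 arrays were kept. This left 24975 genes, each with the mean over its kept probes. Red and green receptacle were compared with limma, and p-values were adjusted with the Benjamini-Hochberg method over these genes. Means are given with the SD over 2 arrays, and the number of arrays limits their precision. Across genes, which are not independent replicates, the correlation was 0.994 between the red arrays and 0.995 between the green arrays, and 0.818 to 0.821 between a red and a green array. Before the data were examined, 22 lists of genes were set by keywords, which were then matched to the descriptions that the arrays carry for 18984 genes.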

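Of the 24975 genes tested, 9436 were higher and 8755 were lower on the arrays of red receptacle than on those of green receptacle. At least 2-fold were 4353 of the higher and 5381 of the lower genes. Since the p-values may measure only technical spread, the genes that passed include small differences. The genes of Additional file 9, which the study found to fall when FaPRE1 was silenced, mainly had higher transcript levels in red than in green receptacle. Of the 158 that could be tested, 154 were higher in red receptacle, 149 of them by at least 2-fold, and the median log2 fold change of the list was 3.76. Among them were 16 genes for acyltransferases and other enzymes of aroma formation with a median log2 fold change of 6.11, 6 transcription factors with a median of 5.67 and 7 genes for enzymes of flavonoid and phenylpropanoid metabolism with a median of 2.73. All of these were higher in red receptacle, as were 4 genes of pectin breakdown, 4 genes of sugar and starch metabolism and 4 aquaporins. The 4 genes that were lower, gene32734, gene32831, gene32864 and gene33610, were described as ribosomal proteins of the chloroplast, and these were singled out after their values were seen. Counts are of genes with an adjusted p under 0.05 from limma, and adjusted over the list alone they were 154 higher and 4 lower. The study chose the list on these arrays, so the count is not independent evidence of its direction. Of all genes that passed, 51.9% were higher in red receptacle with the arrays brought to a common 75th percentile and 68.9% in the study's matrix made by RMA, in which the median log2 fold change of all genes was 0.51 instead of 0.04. With the slide as a block, which leaves red replicate 2 against the 2 green samples and assumes that it varies as they do, 8081 genes were higher and 8022 were lower.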

The transcriptomic results and their comparison with red receptacle transcriptomes [19], showed that the transcription of 227 genes was down-regulated in *FaPRE1* silenced ripen receptacles, out of which160 (70%) were also ripening-related genes (Additional files 8, 9). 

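Many genes had lower transcript levels in red than in green receptacle. Of the 211 genes of Additional file 10, which the study found to rise when FaPRE1 was silenced, 198 were lower in red receptacle, 194 of them by at least 2-fold, with a median log2 fold change of -3.85 over the list. Deep falls were seen in 14 genes of photosynthesis, all of them lower, with a median log2 fold change of -6.76. A further 7 histone genes, which supply new chromatin in dividing cells, had a median of -3.55, and 7 genes for subtilisin-like and aspartic proteases had a median of -4.91, and all of them were lower. Of the 6 genes for seed storage and oil body proteins in the list, 4 were higher in red receptacle and 1 was lower. In all, 6 genes of the list were higher and 7 did not pass the test. The 6 were gene08094, gene08095 and gene08096, described as 11S globulins, gene28479, an oleosin, and gene18645 and gene28290, and they are named here after their values were seen. Adjusted over the list alone, limma gave the same counts, 198 lower and 6 higher. This list too was chosen by the study on these arrays, so that its direction is not independently tested by them.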

By way of contrast, the transcription of 276 genes was up-regulated in RNAi-*FaPRE1* receptacles, out of whom 211 (76%) were overexpressed in immature strawberry receptacles (Additional files 8, 10).

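Transcripts of gene31413, which encodes FaMYB10, a regulator of anthocyanin synthesis, gave a far higher signal in red than in green receptacle. The log2 signal relative to the array's 75th percentile was 5.07 ± 0.03 (SD, n = 2) in red receptacle and -2.56 in both green samples. The difference was a log2 fold change of 7.63 (standard error 0.06, adjusted p = 3.1e-05 from limma). For gene28435, which encodes the regulator of eugenol synthesis FaEOBII, the signal was 2.82 ± 0.05 (SD, n = 2) in red and -1.74 ± 0.32 (SD, n = 2) in green receptacle, a log2 fold change of 4.57 (standard error 0.18, adjusted p = 1.6e-04 from limma). Both genes were well above background on all 4 arrays.
Transcription factors as a group moved in both directions, with 182 of 532 tested genes higher in red receptacle, 256 lower and 94 not passing the test. Adjusted over the list alone, 183 were higher and 257 were lower. Large falls were seen for 2 genes of AP2/ERF transcription factors, gene08876, at least 377-fold lower (adjusted p = 3.1e-05 from limma), and gene04913, at least 329-fold lower (adjusted p = 3.1e-05 from limma), neither of which was well above background in red receptacle. The WRKY gene gene03411 was at least 182-fold higher (adjusted p = 3.2e-05 from limma) and not well above background in green receptacle. The median log2 fold change of the list was -0.28, and camera, limma's test of a list against all other genes, gave an adjusted p = 0.0812 with a preset correlation of 0.01 between genes and an adjusted p = 0.411 with an estimated correlation. In the study's RMA matrix, where the median of all genes lay higher in red receptacle, 230 of these genes were higher and 206 were lower, and the list's median was -0.33 relative to the median of all genes, with an adjusted p = 0.0177 from camera with the preset correlation, which was also passed with quantile normalization (adjusted p = 0.0493).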

Among the ripening related genes whose transcription was downregulated in RNAi*-FaPRE1* ripen receptacles, we found transcription factors as *FaMyb10* (*gene31413*) and *FaEOBII* (*gene28435*) [8, 9] (Additional files 9, 10). Both TFs, with a regulatory role in the flavonoid/phenylpropanoid pathway during ripening, were significantly down-regulated in transgenic receptacle with *FaPRE1* transcription silenced (Table 1). The same behavior was shown by other genes whose function is described in strawberry during its ripening process, such as *gene21638* (*FaPG1*, *polygalacturonase-1* [51]) and *gene31030* (*FaRGlyaseI*, *rhamnogalacturonate lyase-1* [52]), which synthesize hydrolytic enzymes related with the cell wall dismantling during the ripening; *gene28407* (*FaQR*, *Quinone oxidoreductase* [53]), *gene07931* (*FaAAT2*, *Alcohol acyl transferase-2* [6]) and *gene34009* (*FaAAT1*, *Alcohol acyl transferase-1* [54]), which synthesize enzymes involved in the biosynthesis of esters that contribute to the final aroma of the fruit; and *gene14611* (*FaF3H*, *Flavanone 3-hydroxylase* [55]), *gene20700* (*FaCAD1*, *cinnamyl alcohol dehydrogenase-1* [56]) and *gene25260* (*FaEGS2, Eugenol synthase-2* [57]), related to the phenylpropanoids biosynthesis in strawberry ripe fruit (Table 1). 

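In red receptacle these genes of cell wall breakdown, aroma and phenylpropanoid synthesis all had higher transcript levels than in green receptacle, with log2 fold changes from 1.19 to 9.74. For FaPG1, a polygalacturonase that cuts the pectin backbone, the log2 signal relative to the array's 75th percentile was 2.06 ± 0.04 (SD, n = 2) in red and -1.68 ± 0.04 (SD, n = 2) in green receptacle, a log2 fold change of 3.74 (standard error 0.07, adjusted p = 4.2e-05 from limma). FaRGlyaseI, which acts on rhamnogalacturonan, rose from -2.55 ± 0.19 (SD, n = 2) to 1.97 ± 0.07 (SD, n = 2), with an adjusted p = 7.4e-05 from limma.
Among the aroma genes, FaQR stood at 7.30 ± 0.34 (SD, n = 2) in red receptacle and at 0.55 ± 0.05 (SD, n = 2) in green receptacle, a log2 fold change of 6.75 (adjusted p = 7.7e-05 from limma). The acyltransferases that make esters rose as well, FaAAT1 by a log2 fold change of 6.19 (standard error 0.12, adjusted p = 4.4e-05 from limma) and FaAAT2 by 4.89 (standard error 0.09, adjusted p = 4.2e-05 from limma). FaF3H, an enzyme early in flavonoid synthesis, already gave a high signal in green receptacle, 7.23 ± 0.05 (SD, n = 2), and reached 8.42 ± 0.13 (SD, n = 2) in red receptacle. Its log2 fold change was 1.19 (adjusted p = 9.8e-04 from limma). By contrast, FaCAD1 went from -0.12 ± 0.12 (SD, n = 2) in green to 8.29 ± 0.08 (SD, n = 2) in red receptacle, or 339-fold (adjusted p = 3.1e-05 from limma). FaEGS2 had a log2 fold change of 9.74 (standard error 0.06, adjusted p = 3.1e-05 from limma), with a green signal of -5.17 ± 0.04 (SD, n = 2) that was well above background on 1 of 2 arrays.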

All these results seem to indicate that *FaPRE1* gene might have a regulatory function in the strawberry ripening process.

**Table 1:**
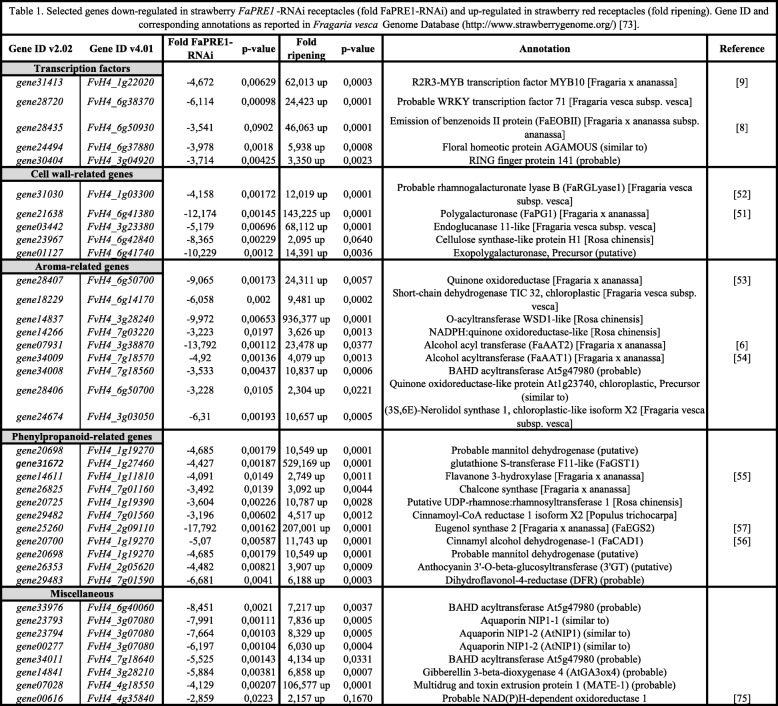
Selected genes down-regulated in strawberry FaPRE1-RNAi receptacles (fold FaPRE1-RNAi) and up-regulated in strawberry red receptacles (fold ripening). Gene ID and corresponding annotations as reported in *Fragaria vesca* Genome Database (https://www.rosaceae.org/) [73]

On the other hand, the *FaPRE1* silencing induced the expression of genes whose transcription was higher in immature green receptacles, in the development and growth stages, but not in ripening stages. Most of these genes are related with the metabolism and remodeling of the cell wall, both vital processes for the fruit growth and development. Thus, the *FaPRE1* silencing induced clearly the transcription of the *gene01986* and *gene02631* that encode a *Xyloglucan endotransglucosylase/hydrolase* and a *Xyloglucan glycosyltransferase* respectively (Table 2). These genes could be related with the hydroxylation and reconnection of xyloglucan fragments during the wall growth [58]. Similarly, *gene23429* (*Pectate lyase 12*) and *gene04435* (*Expansin-A1*) are also up-regulated in *FaPRE1*-RNAi receptacles. 

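Genes that build or loosen the cell wall were more often lower than higher in red receptacle. Of the 211 genes of Additional file 10, 27 (12.8%) belonged to 1 of the 3 keyword lists of cell wall genes, and 26 of these were lower in red receptacle. These comprised 11 genes of cell wall loosening and xyloglucan metabolism with a median log2 fold change of -3.55, 10 genes for fasciclin-like arabinogalactan and structural wall proteins with a median of -3.94, and 6 genes of pectin breakdown, of which 5 were lower. Of the 211 genes, 98 belonged to any of the 22 lists. Additional file 9 held 6 cell wall genes of 160 (3.75%), all of them higher in red receptacle.
Of the 3 lists over the whole array, the genes of cell wall loosening and xyloglucan fell most uniformly, with 43 of 55 lower in red receptacle, 9 higher and 3 not passing the test, and a median log2 fold change of -1.24. The gene of a xyloglucan endotransglucosylase/hydrolase, gene09672, fell by 7.52 on the log2 scale (standard error 0.11, adjusted p = 3.2e-05 from limma), and gene19553, described as the same kind of enzyme, was at least 595-fold lower (adjusted p = 3.1e-05 from limma) and not well above background in red receptacle. Of 84 genes for fasciclin-like and structural wall proteins, 52 were lower, 11 were higher and 21 did not pass the test. The proline-rich protein gene gene22714 fell by 8.56 (standard error 0.09, adjusted p = 3.1e-05 from limma) and the fasciclin-like gene gene15268 fell by 7.73 (standard error 0.08, adjusted p = 3.1e-05 from limma). Pectin breakdown was divided, with 18 of 62 genes higher, 32 lower (33 when adjusted over the list alone) and 12 not passing the test. The polygalacturonase gene gene06212 was at least 169-fold lower (adjusted p = 3.1e-05 from limma) and not well above background in red receptacle, while gene14305, another polygalacturonase, was at least 56.1-fold higher (adjusted p = 6.6e-04 from limma) and not well above background in green receptacle. The beta-galactosidase gene gene11229 rose by a log2 fold change of 5.57 (standard error 0.10, adjusted p = 4.2e-05 from limma). The camera test gave an adjusted p of 2.6e-05 for cell wall loosening, 8.1e-05 for structural proteins and 0.0758 for pectin breakdown with the preset correlation. With an estimated correlation, for which camera has only 2 residual degrees of freedom, these were an adjusted p = 0.336, 0.336 and 0.501, in that order. A list could hardly pass on so few, so these values do not decide about the calls. In the study's RMA matrix 34 genes of cell wall loosening were lower and 12 higher (median -0.78), 41 genes for structural proteins were lower and 20 higher (median -0.47), and 26 genes of pectin breakdown were lower and 24 higher. With the preset correlation the pectin list passed in that matrix (adjusted p = 0.0177) and with quantile normalization (adjusted p = 0.0359).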

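Both xyloglucan genes had lower transcript levels in red receptacle, to very different degrees. The xyloglucan endotransglucosylase/hydrolase gene gene01986, whose product cuts and rejoins xyloglucan chains, had a log2 signal relative to the array's 75th percentile of 6.67 ± 0.10 (SD, n = 2) in green and -4.52 ± 0.29 (SD, n = 2) in red receptacle. It fell by 11.18 on the log2 scale (standard error 0.17, adjusted p = 3.3e-05 from limma) and was well above background on all 4 arrays. The glycosyltransferase gene gene02631 fell by 1.44 on the log2 scale (standard error 0.07, adjusted p = 3.0e-04 from limma), from 1.43 ± 0.07 (SD, n = 2) in green receptacle. Its fall, though smaller, was many times the spread between replicate arrays.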

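The pectate lyase and expansin genes were also transcribed mainly in green receptacle. Transcripts of gene23429, whose product cleaves pectate, went from a log2 signal of 1.22 ± 0.06 (SD, n = 2) in green to -5.27 ± 0.07 (SD, n = 2) in red receptacle, relative to the array's 75th percentile. Transcripts of gene04435, whose product loosens the bonds between wall polymers, went from 3.76 ± 0.01 (SD, n = 2) to -1.46 ± 0.12 (SD, n = 2). The log2 fold changes were -6.49 (standard error 0.08, adjusted p = 3.1e-05 from limma) for gene23429 and -5.22 (standard error 0.09, adjusted p = 3.8e-05 from limma) for gene04435. Both genes were well above background on all 4 arrays.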

*PLs* and *Expansins* have been related to cell elongation and cell wall extensibility [58] (Table 2). In addition, the transcription of *gene20426* and *gene26607* was also induced in the same receptacles. Both genes encode beta-glucosidases, enzymes that are potentially involved in cellulose degradation [58] (Table 2). 

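These genes likewise had lower transcript levels in red than in green receptacle. For gene26607 the log2 signal relative to the array's 75th percentile was 3.52 ± 0.05 (SD, n = 2) in green receptacle and -0.02 ± 0.02 (SD, n = 2) in red receptacle, a log2 fold change of -3.54 (standard error 0.07, adjusted p = 4.3e-05 from limma). For gene20426 it was 1.67 ± 0.03 (SD, n = 2) in green receptacle and -1.52 ± 0.29 (SD, n = 2) in red receptacle, a log2 fold change of -3.19 (standard error 0.16, adjusted p = 3.1e-04 from limma). The arrays describe neither gene by name and give both the enzyme number of a glucan endo-1,3-beta-glucosidase.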

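The auxin efflux carrier gene gene09384, the Aux/IAA gene gene11861 and the GH3 gene gene24005 were lower in red than in green receptacle. The auxin efflux carrier gene gene09384 had a log2 signal relative to the array's 75th percentile of 2.40 ± 0.04 (SD, n = 2) in green and -4.17 ± 0.13 (SD, n = 2) in red receptacle, and fell by 6.56 on the log2 scale (standard error 0.09, adjusted p = 3.2e-05 from limma). The Aux/IAA gene gene11861, which encodes a repressor of auxin response, fell by 5.51 (standard error 0.08, adjusted p = 3.2e-05 from limma), from 5.01 ± 0.06 (SD, n = 2) to -0.51 ± 0.08 (SD, n = 2). The GH3 gene gene24005, whose product couples auxin to amino acids, fell by 4.84 (standard error 0.29, adjusted p = 4.7e-04 from limma), and in red receptacle it was well above background on 1 of 2 arrays. In Additional file 10, which the study chose on these arrays, 5 genes belonged to the auxin list and all were lower in red receptacle, with a median log2 fold change of -4.95.
The auxin genes of the whole array did not share a direction. Of 69 tested, 34 were lower in red receptacle, 26 were higher and 9 did not pass the test, and adjusted over the list alone 34 were lower and 26 were higher. The auxin-repressed gene gene29730 fell by 7.36 (standard error 0.13, adjusted p = 4.0e-05 from limma). The Aux/IAA gene gene27891 was 44.5-fold lower by its fitted value (adjusted p = 2.9e-04 from limma), which is uncertain because it was not well above background in red receptacle. The gene gene11119, described as an auxin-independent growth promoter, fell by 5.77 (standard error 0.17, adjusted p = 8.5e-05 from limma) and was well above background on 1 of 2 red arrays. The median log2 fold change of the list was -0.23, with an adjusted p = 0.355 from camera with the preset correlation and an adjusted p = 0.508 with an estimated correlation. In the study's RMA matrix 31 of these genes were higher and 28 were lower.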

Otherwise, the transcription of *gene09384, gene11861* and *gene24005,* that encode an *Auxin efflux carrier*, an *Auxin-responsive protein IAA27*, and an *Indole-3-acetic acid-amido synthetase GH3.1* respectively, was additionally over-expressed in *FaPRE1-*RNAi receptacles (Table 2). These three genes are related to the response to auxins which is the hormone that regulates the strawberry receptacle growth and development [59].

**Table 2:**
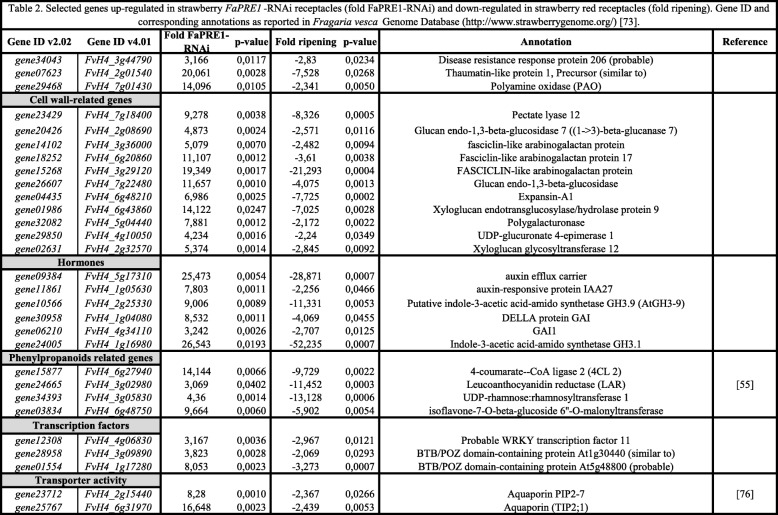
Selected genes up-regulated in strawberry FaPRE1-RNAi receptacles (fold FaPRE1-RNAi) and down-regulated in strawberry red receptacles (fold ripening). Gene ID and corresponding annotations as reported in *Fragaria vesca* Genome Database (https://www.rosaceae.org/) [73]

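In every gene of Table 2, both red samples lay below both green samples. The signed linear fold of red over green receptacle was -2326 for the xyloglucan endotransglucosylase/hydrolase gene gene01986, -94.5 for the auxin efflux carrier gene gene09384 and -90.0 for the pectate lyase gene gene23429. With a normexp background correction chosen after seeing the data, these became -637, -30.2 and -15.1. It was -45.6 for the Aux/IAA gene gene11861, -37.1 for the expansin gene gene04435 and -28.6 for the GH3 gene gene24005, for which the same correction gave -4.53. The genes gene26607 and gene20426, which the paper gives as beta-glucosidases, had folds of -11.7 and -9.10, and the xyloglucan glycosyltransferase gene gene02631 had the smallest, -2.71. Each of these genes passed the limma test. The study selected them for their change on these arrays, so that their direction here is not independent evidence.

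**Figure D1:**
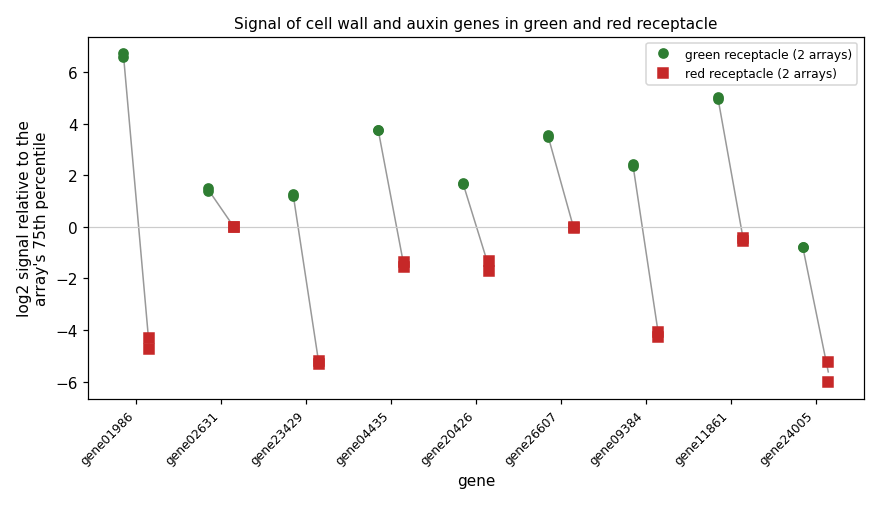
Transcript levels of the genes of Table 2 in green and red receptacle. The vertical axis gives the log2 signal relative to the 75th percentile of each array, each point is 1 of the 2 arrays of a stage, and the lines join the means of the stages. The steepest line is that of gene01986, which fell by 11.18, and the flattest is that of gene02631, which fell by 1.44.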

## Discussion

In this article, we present the functional characterization of the *FaPRE1*, a gene belonging to the strawberry *FaPRE* family (*FaPRE1*, *FaPRE2* and *FaPRE3*), which are the putative orthologous of the *AtPRE* genes from *Arabidopsis thaliana.*

*FaPRE1* gene was classified as member of the subfamily of atypical bHLHs by lacking a DNA binding domain. In this subfamily are also included both the *ILI-1* gene from rice [32], *SlPRE2* from tomato [33], as well as the members of the *Arabidopsis PRE* family [22] (Additional files 1, 2, 11). AtPRE1 [20], ATBS1 [39], PGL1 and APG [40, 60], and IBH1 [31] which are involved in transcriptional regulatory processes as repressors, through the blockage by heterodimerization of bHLH transcription factors. As expected by bioinformatic analysis, a nuclear localization of FaPRE1 (Fig. 2, Additional file 3D) supports their relationship with transcriptional regulatory processes. According to our experimental data the FaPRE1 could play a similar role in strawberry fruit ripening process.

### *FaPRE1* and fruit ripening

*FaPRE1* presented an expression model characteristic of a ripening-related gene, with transcription values negligible in both immature receptacles and vegetative tissues, but high in ripened stages. In strawberry, this is a common transcription pattern that is shared by the vast majority of ripening-related genes [19]. This model of expression is characterized by being a) ripening-related; b) receptacle-specific; c) negatively regulated by auxins, and d) induced by ABA. *FaPRE1* follows these criteria since the amount of *FaPRE1* transcript increases along receptacle ripening (Fig. 1c) and is preferentially expressed in mature red receptacle (Fig. 1b-c). Otherwise, the *FaPRE1* transcription was also negatively regulated by auxins but positively by ABA (Fig. 3a-b). The spatial-temporal and the hormonal transcription profile of *FaPRE1* are in agreement with the above-mentioned criteria and are also in accordance with the proposal of [59], who suggested that the ABA/auxins ratio determines the transition from the development to the ripening stage in the strawberry receptacle. Thus, auxins would be produced in immature achenes and released to the receptacle promoting its growth but preventing premature ripening. Afterwards, the auxin production would be arrested and subsequently the endogenous biosynthesis of ABA in the receptacle would be stimulated increasing the ABA/auxins ratio and thus promoting the ripening process [59]. This proposal was experimentally demonstrated recently [2, 5, 9]. A similar transcription pattern has been found in other ripening-related genes that encode transcription factors such as *FaMYB10* [9], *FaEOBII* [8] or *FaDOF2* [11]. Furthermore, it has been reported that *PRE*-like genes are under the positive regulation of GAs [20, 43]. That is not the case of the *FaPRE1* gene since the treatment of receptacles with GA_3_ did not result in an increase of its expression, unlike the*GA2ox3* control gene, discarding any involvement of this hormone in the regulation of *FaPRE*1 transcription in ripe strawberry fruit (Fig. 3c). This assumption is reinforced by the absence of regulatory sequences response to GAs (GARE-motifs) in the p*FvPRE1* promoter (Fig. 4). However, these motifs are present in the p*FvPRE2* and p*FvPRE3* promoters, two genes that have a specific expression of vegetative tissues. All these expression data suggest that *FaPRE1* plays a different physiological role than *FaPRE2* and *FaPRE3*, mainly focused on the process of fruit ripening.

In soft fruits, with the exception of tomato, the functional role played by *PRE*-like genes during the fruit ripening process has not been studied. Very recently, the relationship between a *PRE*-like atypical HLH gene (*SlPRE2*) and the growth of tomato fruit has been established [33, 34]. Thus, in tomato immature fruit, *SlPRE2* seems to have a repressor role of chlorophyll accumulation and chloroplast development. In addition, it represses the transcription of genes involved in the carotenoid’s biosynthesis during the fruit ripening process [33]. However, *SlPRE2* presents a different expression pattern from that observed for *FaPRE1*. Thus, while *SlPRE2* was expressed in both fruit and vegetative tissues as root, young leaf, mature leaf, senescent leaf, flower and sepal, the *FaPRE1* transcription was restricted to the ripened receptacle. In tomato vegetative tissues, the highest transcription levels were found in young leaf and in flowers where the elongation processes are more active. This is not the case of *FaPRE1*, whose transcription is mainly limited to the final stages of receptacle ripening, in which the processes of cellular elongation are not significant. Besides, *SlPRE2* was expressed strongly in small tomato immature fruit, but its transcript level decreased with the growth, although at a later point its transcription increased slightly along the ripening process [33, 34]. On the contrary, the *FaPRE1* transcription raised continuously throughout the receptacle ripening. The expression data suggest that FaPRE1 plays a physiological function different from that played by *SlPRE2* in tomato fruit. Otherwise, the *SlPRE2* overexpression (35S-*SlPRE2*) in tomato fruits gave rise to a decrease of both chlorophyll and carotenoid content in unripe and ripe fruits respectively. This fact was accompanied by a down-regulation of the transcript levels of genes related to chlorophyll metabolism and light signaling as GLK2, HY5, RbcS and Cab7 in fruits. Additionally, the transcription of genes involved in the biosynthesis of carotenoids such as phytoene synthase1 (PSY1), phytoene desaturase (PDS), and ζcarotene desaturase (ZDS) was significantly down-regulated in 35S-*SlPRE2* transgenic ripe fruits, with a concomitant reduction of lycopene content [33]. These findings indicated that *SlPRE2* regulates the chlorophyll and carotenoid content by repressing the expression of these chlorophyll and carotenoid biosynthetic genes. Besides, *SlPRE2* determine fruit size probably through a pathway GA_3_-dependent that regulate the pericarp cell expansion [34]. However, in the strawberry ripening process, the regulatory *FaPRE1* function seems to be quite different from that of *SlPRE2*. Certainly, the comparative analysis carried out between the *FaPRE1*-RNAi and control receptacles transcriptomes have shown that *FaPRE1* plays a dual function regulating the transcription of two groups of genes whose expression models are antagonistic. One of these groups includes those genes that are ripening-related and mainly expressed in the receptacle during the fruit ripening process, while the other group contains those genes that have an expression profile that is more related to the vegetative growth of the receptacle (Additional files 9, 10).

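Most genes of photosynthesis had lower transcript levels in red than in green receptacle, and histone genes were lower more often than higher. Of 62 genes of photosynthesis and light harvesting, 55 were lower in red receptacle, 5 were higher and 2 did not pass the limma test, with a median log2 fold change of -2.87 (-2.64 with genes near background set to their bound). A light-harvesting chlorophyll a/b-binding protein gene, gene34432, fell by 7.70 on the log2 scale (standard error 0.07, adjusted p = 3.1e-05 from limma), and gene16185, for a subunit of photosystem I, fell by 8.06 (standard error 0.13, adjusted p = 3.8e-05 from limma). Of 63 histone genes, 47 were lower, 6 were higher and 10 did not pass, with a median of -0.76 (31 lower, 12 higher and a median of -0.30 in the study's RMA matrix), and the histone H3 gene gene23941 fell by 4.10 (standard error 0.07, adjusted p = 4.2e-05 from limma). Of 40 genes of DNA replication and tubulin, 27 were lower, 9 were higher and 4 did not pass, with a median of -0.44, which was 0.02 in the study's RMA matrix, where 12 were higher and 14 lower and camera with the preset correlation gave an adjusted p = 0.0999. Subtilisin-like and aspartic proteases were lower in 18 of 26 genes and higher in 5, but among genes well above background on all 4 arrays 10 were lower and 5 higher, the median relative to all genes went from -2.20 to -0.48 and the camera call was lost (adjusted p = 0.218). The gene gene14250, which is described as an aspartic proteinase gene, was at least 2164-fold lower (adjusted p = 5.5e-05 from limma) and not well above background in red receptacle. Adjusted over each list alone, the counts of these 4 lists were the same, with 55, 47, 27 and 18 genes lower. The camera test gave an adjusted p of 2.5e-12 for photosynthesis, 2.5e-06 for histones, 0.0166 for DNA replication and tubulin and 0.0165 for proteases with the preset correlation. With an estimated correlation none of these lists passed, at an adjusted p = 0.336 for photosynthesis, DNA replication and proteases and an adjusted p = 0.360 for histones. That test has only 2 residual degrees of freedom, on which a list could hardly pass. The estimated correlation itself was below the preset one for DNA replication (-0.005) and proteases (-0.028). It was above the preset one for photosynthesis (0.0211) and histones (0.117). For these the test with the preset correlation may be too lenient, most of all for histones. The adjusted p-values with an estimated correlation therefore do not decide about the calls. From the opposite stage profiles of the genes that changed in either direction in RNAi-FaPRE1 receptacles, the paper concludes that FaPRE1 has a dual function in transcription, acting on the genes of ripening in one way and on those of growth in the other.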

Among the genes whose transcription may be influenced by *FaPRE1* in ripened receptacles, we found genes involved in several metabolic processes related to the organoleptic properties of fruit. For instance, genes involved in the regulation of the transcription of those genes belonging to the flavonoid/phenylpropanoid metabolism and that codes two R2R3 MYB transcriptional factors as *FaMYB10* and *FaEOBII* [8, 9]. We have previously demonstrated that FaMYB10 regulates the transcription of most of the Early-regulated Biosynthesis Genes (EBGs) and Late-regulated Biosynthesis Genes (LBGs) involved in the flavonoid/phenylpropanoid pathway, including flavonol-3-hidroxylase (*FaF3H*)*, chalcone synthase* (*FaCHS*)*, dihidroflavonol reductase* (*DFR*), *cinnamoyl -CoA reductase* (*FaCCR*), *cinnamyl alcohol dehydrogenase* (*FaCAD1*), and *eugenol synthase-2* (*FaEGS2*) [9]. Also, FaMYB10 regulates the *FaEOBII* expression, which in turn regulates the transcription of the gene that encodes the FaEGS2, an enzyme involved in the biosynthesis of the phenylpropanoid volatile eugenol [8, 57]. The transcription of all these genes was also down-regulated in *FaPRE1*-RNAi receptacles (Table 3). These results suggest that FaPRE1 would play an important regulatory role of the phenylpropanoids pathway, probably through the regulation of the *FaMYB10* transcription through the sequestering of a bHLH whose function would be to suppress the gene expression of this FT in immature receptacle.

**Table 3:**
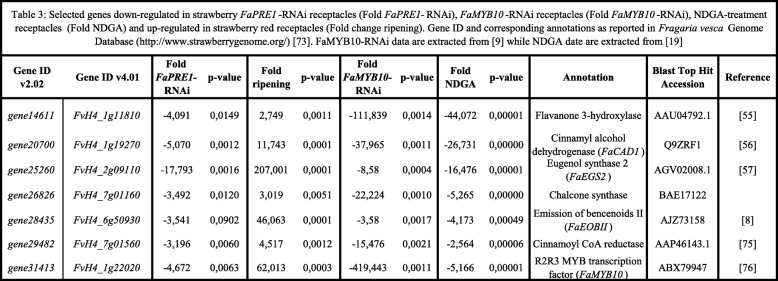
Selected genes down-regulated in strawberry *FaPRE1*-RNAi receptacles (Fold change FaPRE1-RNAi), *FaMYB10*-RNAi receptacles (Fold change *FaMYB10*-RNAi) and NDGA-treatment receptacles and up-regulated in strawberry red receptacle (Fold change ripening). Gene ID and corresponding annotations as reported in *Fragaria vesca* Genome Database (https://www.rosaceae.org/) [73]. *FaMYB10*-RNAi data are extracted from [9] while NDGA data are extracted from [19]

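The genes of Table 3 that act in the flavonoid and phenylpropanoid pathway were higher in red receptacle, by amounts that ranged widely. The chalcone synthase gene gene26826, the first committed step of flavonoid synthesis, was already high in green receptacle, with a log2 signal relative to the array's 75th percentile of 6.88 ± 0.04 (SD, n = 2), and reached 7.45 ± 0.08 (SD, n = 2) in red receptacle. Its log2 fold change was 0.57 (standard error 0.08, adjusted p = 0.0044 from limma), which is less than 2-fold. The cinnamoyl-CoA reductase gene gene29482, on the branch to lignin, rose from -0.29 ± 0.07 (SD, n = 2) to 3.56 ± 0.01 (SD, n = 2), a log2 fold change of 3.85 (standard error 0.07, adjusted p = 4.2e-05 from limma). The arrays also carry probes that name strawberry genes, and among these Famyb10 rose by a log2 fold change of 8.56 (standard error 0.09, adjusted p = 3.1e-05 from limma) and FaCAD1 by 7.83 (standard error 0.07, adjusted p = 3.1e-05 from limma).
The pathway's genes over the whole array were divided, with 43 of 98 higher in red receptacle, 41 lower and 14 not passing the test, and with the same 43 and 41 when adjusted over the list alone, and without the filter on dim probes 40 were higher and 46 were lower. The anthocyanidin reductase gene gene24665, whose product leads to proanthocyanidins, fell by 7.00 on the log2 scale (standard error 0.07, adjusted p = 3.1e-05 from limma), and the flavonoid 3'-hydroxylase gene gene12513 was at least 169-fold lower (adjusted p = 3.1e-05 from limma) and not well above background in red receptacle. The median log2 fold change of the list was 0.02, whereas camera ranked the list as lower, with an adjusted p = 0.966 with the preset correlation and an adjusted p = 0.977 with an estimated correlation.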

In addition, the expression of cell wall-related genes as *FaPG1* and *FaRGlyaseI* [51, 52], that has been previously demonstrated that are involved in the cell wall disassembly, was also down-regulated in RNAi-*FaPRE1* receptacles (Table 1).

The same behavior was shown by other genes whose function has been described in strawberry during its ripening process and related with aroma production. For instance, one of the genes whose transcription was down-regulated in RNAi-*FaPRE1* strawberry receptacles was the ripening-related *FaQR* gene, that encodes a quinone oxidoreductase*.* We have demonstrated that this enzyme is crucial for the furaneol (4-hydroxy-2,5-dimethyl-3(2H)-furanone; HDMF) biosynthesis, one of the most important components of the strawberry fruit aroma [61]*.* Besides, the transcription of genes which encode two enzymes involved in the biosynthesis of the key esters that contribute to the final aroma of the ripened fruit, such as FaAAT1 (*Alcohol acyl transferase-1*) and FaAAT2 (*Alcohol acyl transferase-2*) [6, 54], was also down-regulated in RNAi-*FaPRE1* strawberry receptacles. 

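In all 10 genes of Table 1 both red samples lay above both green samples. As linear folds of red over green receptacle, gene28407 (FaQR) rose 108-fold, FaAAT1 73.2-fold and FaAAT2 29.6-fold, and a probe that the arrays name FaQR, singled out after its value was seen, rose 30.0-fold. The cell wall genes FaRGlyaseI and FaPG1 rose 23.0-fold and 13.4-fold, and FaEOBII rose 23.7-fold. FaF3H rose 2.29-fold, the least of these genes. FaMYB10 rose 198-fold, and FaEGS2, which was well above background on 1 of 2 green arrays, rose 855-fold. With a normexp background correction chosen after seeing the data, FaRGlyaseI rose 13.2-fold, FaMYB10 109-fold and FaEGS2 119-fold, the last of these below FaCAD1 (gene20700) at 301-fold, and in the study's RMA matrix FaEGS2 rose 1471-fold. All of them passed the limma test, and the study had selected them for their change on these arrays.
The keyword list of aroma enzymes, which includes FaQR, went both ways. Of 54 tested, 25 were higher in red receptacle, 20 were lower and 9 did not pass the test, and adjusted over the list alone 25 were higher and 20 were lower. The largest falls were in genes whose description does not point to fruit aroma, such as gene10956, for a subunit of the chloroplast NAD(P)H-quinone oxidoreductase, at least 135-fold lower (adjusted p = 5.1e-05 from limma), and gene13221, for an anthranilate N-benzoyltransferase, at least 143-fold lower (adjusted p = 9.65e-05 from limma). Neither was well above background in red receptacle. The list had a median log2 fold change of 0.24, with an adjusted p = 0.671 from camera with the preset correlation and an adjusted p = 0.778 with an estimated correlation. Relative to all genes the median was 0.21, and it was -0.13 after quantile normalization.

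**Figure D2:**
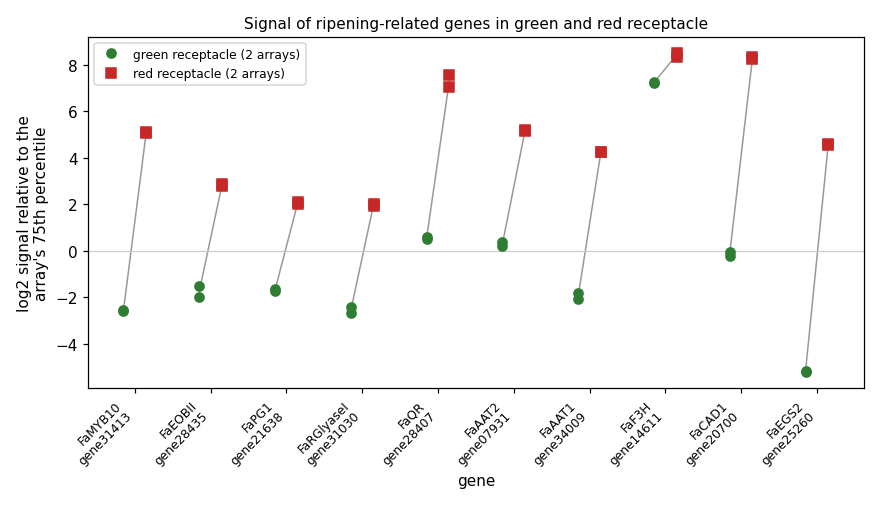
Transcript levels of the genes of Table 1 in green and red receptacle. The vertical axis gives the log2 signal relative to the 75th percentile of each array, each point is 1 of the 2 arrays of a stage, and the lines join the means of the stages. All lines rise, by log2 fold changes from 1.19 for FaF3H to 9.74 for FaEGS2, whose green signal was well above background on 1 of 2 arrays.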

All these genes share a common expression profile as receptacle ripening-related genes (Table 1). In general, all these results seem to indicate that *FaPRE1* gene has a regulatory function in the strawberry ripening process.

As mentioned above, PREs are HLH proteins which lack the basic domain required for DNA binding but dimerize with DNA binding factors bHLH to inhibit their DNA binding ability [20, 33, 62, 63]. In this sense, we hypothesize that FaPRE1 might exert its transcriptional regulatory properties through the formation of an inactive FaPRE1 HLH: bHLHa heterodimeric complex that would withdraw the amount of bHLHa available to form a homo or heterodimeric transcriptionally active complex. We propose that this heterodimerization should inhibit the formation of a putative heterodimeric (bHLHa:bHLHb) transcriptional activator. This complex would up-regulate the transcription of non-ripening related genes that are expressed specifically in the immature receptacle. These genes are related to the growth and development stages and must be silenced in ripened receptacles. On the contrary, in ripened receptacles, FaPRE1 would inhibit the formation of another bHLH heterodimeric negative regulatory complex that determines the down regulation of ripening-related genes, but in non-ripened immature receptacles. This repressor would be constituted by a heterodimer of two DNA binding basic helix-loop-helices (bHLHa:bHLHc). Thus, the formation of a repressor complex in ripened receptacle would be inhibited by sequestering one of the monomer partners (bHLHa). In this way, the repression of ripening-related genes would be avoided thus facilitating its expression.

A similar but not identical mechanism of interaction between *FaPRE*-like genes and bHLHs in response to different signals, including light, temperature, BRs and GAs, has been described [31, 32, 43]. For instance, three *PRE* genes (PRE1, PRE3/ATBS1, PRE6/KIDARI), positively regulate organ elongation in response to GAs, BRs and light signaling [20, 35, 39] through its interaction with other bHLH transcription factors that negatively regulate cell elongation, as AtIBH1, AIFs and HFR1 [35, 39, 64]. In *Arabidopsis thaliana*, a triantagonistic bHLH system cascade negatively regulates cell elongation in response to multiple hormonal and environmental signaling pathways [43]. In this system, the homodimer HBI1:HBI1 is directly bound to the promoter of two EXPANSIN genes activating its transcription. Otherwise, the interaction of IBH1 with HBI1 inhibits, by heterodimerization, the production of the activator homodimer which in turn determines the repression of both EXPANSIN genes. In addition, PRE1 activates the DNA binding capacity of HBI1 by sequestering its inhibitor IBH1 throughout the PRE1:IBH1 heterodimer formation [43]. Also, this triantagonistic system has been demonstrated in the interactions between the bHLH Activator of Cell Elongation 1(ACE1) and two atypical HLH proteins, AtIBH1 and PRE1, in *Arabidopsis* [31] and between ACE1 and ATBS1 interaction factors (AIF2, AIF3 and AIF4) or PRE1 in response to BRs and light [32]*.* Likewise, through a similar regulatory system, the ARF/BZR/PIF interaction stimulates the hypocotyl elongation in *Arabidopsis* [38].

Apparently, in strawberry, *FaPRE1* does not play a similar function to that of *SlPRE2* and cannot be considered an orthologous gene. However, its function is clearly involved in the fruit ripening process. In fact, the genes regulated by *FaPRE1* are different to those regulated by *SlPRE2*.

## Conclusions

In summary, this work presents, for the first time in strawberry ripened fruits, experimental data that support an important novel function for the atypical HLH *FaPRE1* during fruit ripening. FaPRE1 antagonistically coordinated the transcription of genes related to both receptacle growth and ripening. Thus FaPRE1, in ripened receptacle, represses the transcription of receptacle growth promoting genes while activating the transcription of those genes related to the receptacle ripening process.

## Methods

### Plant material

*Fragaria × ananassa* Duch. (cv. Camarosa) plants were grown under field conditions in Huelva (S.W. Spain). Strawberry fruits and achenes were harvested at different stages of development and ripening: small-sized green fruits (G1, 2–3 g), middle-sized green fruits (G2, 3–5 g), full-sized green fruits (G3, 4–7 g), white fruits (W, 5–8 g), full-ripe red fruits (R, 10–20 g), over-ripe fruits (OR, 10–20 g) and senescent fruits (SN, 10–20 g). Flowers, floral buds, petals and vegetative tissues such as pedicels and expanding leaves were also collected. *Nicotiana benthamiana* and strawberry plants (*F. × ananassa* Duch. cv. Elsanta) used for infiltration were grown in plant chamber at 25 °C, 10.000 lx and 80% humidity. All tissues analyzed were immediately frozen in liquid nitrogen and then stored at − 80 °C. The strawberry plants were acquired in “Viveros California S.L.” (Huelva, Spain) while *Nicotiana benthamiana* seeds were a gift from Dr. Muñoz-Alamillo.

### Hormonal treatments

With the objective to eliminate the auxins of the fruit, the achenes were carefully removed from two sets of 50 full-sized green fruits (G3) each, in accordance with [9]. Briefly, one set of de-achened G3 fruits was covered with lanolin paste containing indole-3-acetic acid (IAA) 1 mM in 1% (w/v) dimethyl sulphoxide (DMSO). The other group of de-achened fruits (control group) was covered with the same paste but without IAA. Sample collection and analysis were performed following the instructions by [9].

For the gibberellic acid (GA_3_) treatment, strawberry fruits were injected at G2 stage with paclobutrazol (PBZ) 100 μM and GA_3_100 μM. PBZ is a triazole that slows plant growth blocking the synthesis of gibberellins [65]. Control fruits were injected with water. For each treatment, 30 fruits were infiltrated. Fruits were harvested after 24 h of experimentation. In parallel, in vitro strawberry plants (*F. × ananassa* Duch. cv. Chandler), micropropagated in a N30K medium supplemented with 2.2 mM kinetin [66], were treated with gibberellic acid. Two groups of six independent clones were grown in MS medium supplemented with GA_3_ (100 μM) and PBZ (100 μM), respectively, and kept in a growth chamber for 11 days prior harvest. Untreated plants were used as control. All samples and tissues after collection were immediately frozen in liquid nitrogen and then stored at − 80 °C.

In order to block ABA biosynthesis, 20 strawberry fruits (*F.* x *ananassa* cv. Elsanta) in G3 stage of development were injected with nordihydroguaiaretic acid (NDGA) 100 μM. NDGA is an ideal inhibitor of the 9-*cis*-epoxycarotenoid dioxygenase (NCED) enzyme activity [67] and it has previously been demonstrated to decrease endogenous ABA concentration in ripe fruit receptacle [9]. The fruits were injected with 1–2 ml of NDGA solution or water (control fruits) and harvested after 8d of treatment, frozen in liquid nitrogen and stored at − 80 °C until use. These samples were used for measurement of the ABA content and relative expression of *FaPREs* and *FaNCED1* genes.

### Quantification of abscisic acid content

Deuterated abscisic acid (dABA) was used as an internal standard. Both the dABA preparation and ABA extraction from strawberry samples were performed following the instructions by [9]. In order to determine the ABA amount, a HPLC-MS system (VARIAN 1200 L Triple Quadrupole) was used with a column (150 × 2.1 mm i.d. Phenomenex C_18_ with 3 μm particle) (California, USA). The conditions and procedure used for the analysis were the same described by [9].

### Bioinformatic resources

Resources of National Center for Biotechnology Information (NCBI) (Bethesda, MD) (http://www.ncbi.nlm.nih.gov) and the European Bioinformatics Institute server (EBI) (http://www.ebi.ac.uk/) were used for in silico study of *FaPRE* genes sequences against databases. Multiple sequence alignment and phylogenetic tree construction were performed with the EBI ClustalW2 program or the MegAlign program (from the Lasergene DNASTAR software package) as well as the FigTree program (http://tree.bio.ed.ac.uk/software/figtree/). The prediction of domains and functional sites was performed with an InterProScan database (version 4.8) (www.ebi.ac.uk/Tools/pfa/iprscan/) and the prediction of protein localization sites in cells was performed with a Plant-mPLoc computer program (http://www.csbio.sjtu.edu.cn/cgi-bin/PlantmPLoc.cgi). BlastN was also used to localize the genes position in *F. vesca* and *F.* x *ananassa* genome at a GDR databank (https://rosaceae.org). Available *F. vesca* (v 2.0.a2) genome [44] were used to determine *FaPRE* promoter sequences. The promoter analysis of *FaPRE* genes were performed with the PlantCARE database (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/).

### Generation of RNAi constructs and transfection of strawberry fruits by agroinfiltration

A fragment of 626-pb (RNAi-fragment) from *FaPRE1* cDNA was PCR amplified and cloned into pCR®8/GW/TOPO® vector (Invitrogen). Later, the RNAi-fragment was transferred to the pFRN binary vector (courtesy of Marten Denekamp) by LR recombination. The RNAi construct (pFRN-*FaPRE1*) generated was tested by sequencing and restriction analyses prior to transformation of strawberry fruit. The RNAi-*FaPRE1* construct was transformed into *Agrobacterium tumefaciens* strain AGL1. RNAi-construct was used to obtain transient transgenic strawberry fruit with the *FaPRE1* expression silenced by agroinfiltration [68]. The injection of RNAi-construct was performed with a syringe into the base on the entire fruits attached to the strawberry plant following the indications of [68]. 30–40 fruits were inoculated and analysed of a total of 15–25 strawberry plants.

### Subcellular localization analysis

The construct used for localization studies was derived from the binary vector pK7WGF2, which allows for the N-terminal fusion of the selected protein with GFP [69]. The 282-bp CDS of the strawberry *FaPRE1* gene was amplified from *F.* x *ananassa* cDNA using specific primers (Additional file 12) and cloned into the pDONR™221. The PCR-product was then transferred to the pK7WGF2 destination vector, resulting in *35S*-*GFP*-*FaPRE1* fusion construct. The generated construct was tested through sequencing prior to *N. benthamiana* leaves agroinfiltration. The procedures used for *N. benthamiana* agroinfiltration have been previously described [8, 10]. *N. benthamiana* plants were agroinfiltrated with clones to express FaPRE1-GFP and GFP. The samples were imaged 2 days after agroinfiltration on a Leica TCS SP8 point scanning confocal microscope using the pre-set settings for GFP with Ex:488 nm, Em:500-550 nm. For nuclear staining, samples were stained with a solution of 40 μg/ml DAPI 10 min before imaging with Ex:405 nm, Em: 448–525 nm.

### RNA isolation

Total RNA was isolated from three independent pools (10 fruits per pool) of strawberry fruits at different development stages and plant vegetative tissues following the indications of [70]. When strawberry fruits were used, the achenes were always removed before extracting the RNA from the samples. In any case, the RNA extracted was always incubated with DNase I (RNase free) (Invitrogen) to eliminate the genomic DNA contamination following manufacturer’s instructions. The RNA quality and integrity were checked using an Agilent 2100 Bioanalyzer (Agilent Technologies, Deutschland). Only samples with a RIN value ≥8 were used for subsequent transcriptomic analyses.

### Microarray generation and analysis

The transcriptomic changes produced by the *FaPRE1* silencing were determined using a custom-made oligo microarray platform (60-mer length; FraGenomics 35 k) containing a total of 34.616 singletons corresponding to those sequences published in the strawberry genome project (http://www.strawberry.org). We compared the transcriptomes from control red receptacles injected with the empty pFRN vector versus red receptacles injected with the RNAi*-FaPRE1* construct. The same microarray platform was also used for the transcriptomic analysis of the strawberry ripening fruit process comparing the transcriptomes from green (G1) receptacle versus red (R) receptacle [19]. The corresponding data were deposited in the GEO database (www.ncbi.nlm.nih.gov/geo/) with the GSE125995 for silencing data and GSE126220 for ripening data [19]. The criteria for the selection of the differentially expressed genes were log_2_ fold change > ±2 and *p* ≤ 0.05 in both analyses. The microarray characteristics, hybridization and processing conditions were as described in [8].

### Validation of microarray data and expression analysis by quantitative real-time PCR

Expression analyses of the genes herein studied in different physiological conditions and for microarray validation were performed by quantitative real-time PCR (qRT-PCR) using iCycler system (BioRad), as previously described by [9, 71]. Specific primers of the 3’UTR regions were designed to analyze the expression of the *PRE-*like genes (*FaPRE1*, *FaPRE2* and *FaPRE3*) identified in the strawberry genome. Besides, to validate the expression data obtained in the microarray analysis, specific primers were designed on several genes that showed differential expression in the experimental situations analyzed. Additional file 12 depicts the primer sequences used for all quantitative amplifications. The relative increase or decrease of gene expression in the samples in comparison to that in the control gene was calculated in accordance with Pedersen and [72]. Interspacer *26S–18S* gene was selected as control gene owing to its constitutive expression.

### Statistical analysis of data

Statistical significance was tested with a Student’s *t*-test using SPSS software.

## Supplementary information

**Additional file 1.** Phylogenetic tree of 184 bHLH/HLH transcription factors. FaPREs taxa is written in black and grey clade contains sequences belonging to subgroup 16. The tree was constructed using the IQTREE web software (http://iqtree.cibiv.univie.ac.at/) by the neighbor-joining method with 1000 bootstrap replicates.

**Additional file 2.** Subfamily classification of 182 plant bHLH/HLH sequences examined in this study and additional information.

**Additional file 3.** A. Table containing additional information of the atypical HLH sequences belonging to subgroup 16. B. Screenshot corresponding to the prediction of domains performed with InterProScan database (version 5) (http://www.ebi.ac.uk/Tools/pfa/iprscan5). C. Sequence alignment of bHLH proteins. Identical amino acids are shaded in black. The two helices are indicated with sets of black arrows and the loop is indicated with a grey line. Numbers indicate amino acid positions. D. Screenshot corresponding to the result of protein localization sites prediction in cells performed with the Plant-mPLoc computer program (http://www.csbio.sjtu.edu.cn/cgi-bin/PlantmPLoc.cgi).

**Additional file 4. **Phenotypic analysis of *F. × ananassa* “Chandler” in vitro plants grown in N30K medium supplemented with hormones. (A) General view of control plants (CONTROL) and treated plants with gibberellic acid (GA_3_) and paclobutrazol (PBZ) after 11 dpt. Analysis by qRT-PCR of *FaPRE1*, *FaPRE2* and *FaPRE3* expression in leaves (B), pedicels (C) and roots (D) from in vitro strawberry plants (*F. × ananassa* “Chandler”) treated with GA_3_ and PBZ. Mean values ± SD of three independent experiments are shown. CONTROL, plants in N30K medium; GA_3_, plants in N30K medium supplemented with GA_3_ 100 μM; PBZ, plants in N30K medium supplemented with paclobutrazol 100 μM. Statistical significance with respect to the reference sample (Control) was determined by the Student’s *t*-test: *p < 0.05.

**Additional file 5. **Analysis by qRT-PCR of *FaPRE1*, *FaPRE2* and *FaPRE3* gene expression in strawberry transgenic receptacle agroinfiltrated with the RNAi-*FaPRE1* construct. Control: receptacle agroinfiltrated with the empty pFRN vector; Pool 1, 2 and 3: receptacles agroinfiltrated with *FaPRE1*-pFRN construct.

**Additional file 6 **Total microarray data from transcriptomic comparison between transgenic receptacles agroinfiltrated with *FaPRE1*-RNAi construct and no-transgenic control receptacles. Gene ID and corresponding annotations as reported in *Fragaria vesca* Genome Database (https://www.rosaceae.org/) [73].

**Additional file 7 **Expression data of selected genes in *FaPRE1*-silenced receptacles obtained by QRT-PCR and microarray analysis.

**Additional file 8 **Venn diagrams showing the number of genes down-regulated (A) and up-regulated (B) in strawberry *FaPRE1*-RNAi receptacles respectively and up-regulated in strawberry red receptacle.

**Additional file 9 **All the genes down-regulated in strawberry *FaPRE1*-RNAi receptacles (fold change RNAi) and up-regulated in strawberry red receptacle (fold ripening). Gene ID and corresponding annotations as reported in *Fragaria vesca* Genome Database (https://www.rosaceae.org/) [73].

**Additional file 10 **All the genes up-regulated in strawberry *FaPRE1*-RNAi receptacles (fold change RNAi) and down-regulated in strawberry red receptacle (fold ripening). Gene ID and corresponding annotations as reported in *Fragaria vesca* Genome Database (https://www.rosaceae.org/) [73].

**Additional file 11 **Phylogenetic tree of some functionally characterized atypical HLH transcription factors. The length of each pair of branches represents the distance between sequence pairs, while the units at the bottom of the tree indicate the number of substitution events. FaPRE1(KM655802; *Fragaria x ananassa*); FaPRE2 (XM_004296502; *F. x ananassa*); FaPRE3 (XM_004297270; *F. x ananassa*); SlStyle2.1 (NM_001247361; *Solanum lycopersicum*) [42]; SlPRE2 (XP_004233358.1; *S. lycopersicum*) [34]; AtPRE1 (At5g39860; *Arabidopsis thaliana*) [20]; BNQ3 (NP_190355.2; *A. thaliana*) [62]; KIDARI (NP_849712; *A. thaliana*) [35]; ATBS1 (NP_177590; *A. thaliana*) [32]; AtPRE3 (At1g74500; *A. thaliana*) [30]; PGL2 (Os02g0747900; *Oryza sativa*) [40]; AIF2 (At3g06590; *A. thaliana*) [36]; AIF3 (At3g17100; *A. thaliana*) [36]; AIF4 (At1g09250; *A. thaliana*) [36]; PAR1 (At2g42870; *A. thaliana*) [74]; PAR2 (At3g58850; *A. thaliana*) [74]. Sequences were aligned using MegAlign (MegAlign 5.00; DNASTAR).

**Additional file 12.** Primer sequences used in this work. Fw: forward; Rv: reverse. Up: upper; Low: lower.

## Data Availability

The datasets generated and analyzed during the current study are available in the GEO repository (www.ncbi.nlm.nih.gov/geo/) (GSE125995 for silencing data and GSE126220 for ripening data). The data are public from October 18, 2019.

## Abbreviations

2,4-D: 2,4-dichlorophenoxyacetic acid
ABA: Abscisic acid
bHLH: Basic helix-loop-helix
CDS: Coding DNA sequence
dABA: Deuterated abscisic acid
DAPI: 4′6-diamino-2-phenylindole dihydrochloride
G1: Green1 stage
G2: Green2 stage
G3: Green3 stage
GA_3_: Gibberellic acid
GFP: Green fluorescent protein
HLH: Helix-loop-helix
NCED: 9-*cis*-epoxycarotenoid dioxygenase
NDGA: Nordihydroguaiaretic acid
OR: Overripe stage
PBZ: Paclobutrazol
PRE1: Paclobutrazol resistance 1
qRT-PCR: Quantitative real time PCR
R: Ripe stage
RNAi: RNA interference
SN: Senescent stage (the seven subjective stages of strawberry fruit development)
W: White stage

How the deposited data were processed for this re-analysis (not part of the article)

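Receptacle transcriptomes of F. × ananassa were measured on 1-colour Agilent arrays in 4 samples, 2 from red (R) and 2 from small green (G1) fruits. The arrays are a custom design with probes for the gene models of the woodland strawberry genome and for strawberry genes entered under their names. According to the file headers, Agilent Feature Extraction had read the scans, and the intensity deposited for each spot is a processed signal on a linear scale, background-subtracted and corrected for trends within the array and not normalized between arrays. The authors also deposited a matrix of intensities of the same 4 arrays, made by RMA and back on a linear scale, with 35117 sequences of which 1 names no gene. The RNAi-FaPRE1 arrays, the FaMYB10-RNAi arrays and the inhibitor treatment were not analysed here. Of Additional file 6, 1679 of 34775 lines could be read, so no test rests on it.

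The processed signal was taken as log2 and set relative to the 75th percentile of all spots other than controls on the same array. Control spots and spots marked as uneven or as outliers were left out, the spots of a probe were averaged, and probes well above background on at least 2 of the 4 arrays were kept. A gene's value is the mean over its kept probes. For 59 probes a value was missing on an array. Of the genes tested, 0 were saturated on an array. The 24975 genes were compared between red and green receptacle with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without a trend and without a block, and two-sided p-values were adjusted with the Benjamini-Hochberg method. A gene was counted as higher or lower at an adjusted p under 0.05. With 2 residual degrees of freedom the test borrows much of its information from the other genes (1.81 prior degrees of freedom, prior SD 0.0893). Depth on an array is the signal over background: 1127 genes were not well above background on either red array and 1058 on either green array. For these the fold is given as a lower bound, taken on each array of that stage against the gene's own signal or the dimmest signal that counted as well above background, whichever was higher. Where such a group was well above background on 1 of its 2 arrays, the fitted value is given with that fact. Where a gene's own signal was the higher one on each array of that stage, the bound equals the fitted fold. The bounds hold for the background subtraction used. Folds of dim genes depend on it, as for gene23429, which had a fold of -90.0 here and of -15.1 with the normexp correction.

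Keywords for 22 gene lists were fixed before the data were examined and matched to the descriptions on the arrays: photosynthesis, cell wall loosening and xyloglucan, pectin breakdown, fasciclin-like and structural wall proteins, flavonoid and phenylpropanoid enzymes, aroma enzymes, auxin, gibberellin, abscisic acid, histones, DNA replication and tubulin, seed storage and oil body proteins, late embryogenesis abundant proteins, aquaporins, subtilisin-like and aspartic proteases, sugar and starch, ribosomal proteins, heat shock proteins, pathogenesis-related proteins, lipid transfer and cutin or wax, transcription factors, and RNA quality and housekeeping. The genes of Additional files 9 and 10 were assigned to lists by the descriptions printed there, not by those on the arrays. A keyword can catch genes that do not do what the name of the list says. Lists were tested against all other genes with camera, with a preset correlation of 0.01 and with an estimated correlation. With an estimated correlation camera tests on the 2 residual degrees of freedom, on which a list could hardly pass. A list that did not pass there is therefore left undecided. The lists of Additional files 7, 9 and 10 were counted as printed. Genes are named by a rule fixed beforehand: the genes that the paper names, whose folds in its tables had been seen, the 10 largest increases and the 10 largest decreases among genes past the test that were well above background on all 4 arrays and whose red samples all lay on the same side of the green samples, and the 4 members of each list with the largest change. Genes named outside this rule are marked as chosen after their values were seen.

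The alternatives were the study's RMA matrix, quantile normalization, normexp background correction of the median spot signal with an offset of 50, no filter on dim probes, probes well above background on all 4 arrays, the median over all probes of a gene, limma with an intensity trend or a robust trend, the test named in the methods, the study's threshold (log2 fold change above 2 and p of 0.05 or less), thresholds of 2-fold, the replicate number as a block, the slide as a block, and leaving out each sample in turn. Where a stage is left with 1 sample, that sample is assumed to vary like those of the other stage. Groups of 2 samples are too small for other splits of the samples to be informative and for a test of outlying samples.

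The procedure was tested on simulated data with the same numbers of genes and arrays, in which 200 genes were changed. Of the genes changed by a log2 fold change of 2, 39 of 66 (59.1%) were recovered, of those changed by 1, 3 of 67 (4.48%), and of those changed by 0.5, 0 of 67, and 0 unchanged genes were called. In the data 9436 genes were higher and 8755 lower, so the adjustment was far stricter in the simulation. Its shares of recovered and false calls therefore do not describe the main comparison, in which smaller changes passed. Tables were read with data.table 1.17.8 and pandas 2.3.3 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9.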

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

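The tests of explanations in this part were all chosen after the results were seen. The arrays carry a probe named FaPRE1 as well as a probe for gene30478, the gene model that the paper gives for FaPRE1, and the paper's text gives ripening values on these arrays for neither. Transcript read by the FaPRE1 probe was higher in both red samples, with a log2 signal relative to the array's 75th percentile of 0.75 ± 0.02 (SD, n = 2) against -1.80 ± 0.28 (SD, n = 2) in green receptacle, a log2 fold change of 2.55 (standard error 0.16, adjusted p = 4.9e-04 from limma), whereas gene30478 was lower, at -0.65 (standard error 0.07, adjusted p = 0.0025 from limma), a call that was lost in the study's RMA matrix, at -0.19 (adjusted p = 0.0797). Signal near background is argued against, since both probes were well above background on all 4 arrays. The log2 fold changes of the probes differed by at least 2.81 under each of 4 scalings. A factor common to an array cancels in that difference, which therefore does not test such a factor. Under the 4 scalings the signs stayed opposite, with 2.19 to 3.04 for the FaPRE1 probe and -0.65 to -0.19 for gene30478. Since -0.19 is close to a change of sign, the scaling is not excluded for the direction of gene30478. The probes may read different transcripts or copies of the gene in this octoploid species, for which the largest difference among 5 other pairs of a named probe and a gene model, 1.85 for FaQR, is the only measure, and this cannot be told apart from other differences between the probes because their sequences are not in the files. A change of FaPRE1 with the stage of the fruit, which the design names, stays open as well and was not tested apart from the probes.

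The gene model of FaPRE2, gene28320, is outside the genes whose array values the paper discusses, and it was higher in both red samples, with a log2 fold change of 2.35 (standard error 0.08, adjusted p = 1.2e-04 from limma). Whether its probe reads FaPRE2 transcript alone cannot be told without the probe sequences.

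Genes for seed storage and oil body proteins, which are typical of the seeds inside the achenes and whose level on these arrays the paper does not discuss, were mostly higher in red receptacle. Of 28 tested, 18 were higher, 13 of them by at least 2-fold, 7 were lower and 3 did not pass the test (18 and 7 when adjusted over the list alone). In Additional file 10, 6 genes matched the same keywords by the descriptions printed there. The median log2 fold change was 0.86, the caleosin gene gene11561 rose by 4.09 (standard error 0.10, adjusted p = 6.5e-05 from limma) and the oleosin gene gene09024 by 3.41 (standard error 0.07, adjusted p = 4.5e-05 from limma), and camera gave an adjusted p = 0.0251 with the preset correlation and an adjusted p = 0.379 with an estimated correlation. The list's median stayed at least 0.58 above that of all genes under 4 scalings. A factor common to an array cancels in that difference, so it does not test such a factor. RNA of achenes in the red samples cannot be told apart from transcription in the receptacle itself, since the methods state that achenes were removed, no achene arrays were analysed here, and the brightest raised member stood at percentile 83.9 of all genes in red receptacle, which a small share of achene RNA could give as well as the receptacle.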

How the results depend on the processing

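Most changes of direction or call came with the scaling of the arrays or the threshold, and some calls of lists also changed with the filter, the test or a left-out sample. The normexp correction of the median signal and the combinations of the study's threshold with the methods' t-test and with the RMA matrix were chosen after seeing the data. The correction planned for the mean spot signal was not run, because the files hold no such column. With 9436 genes higher and 8755 lower, the alternatives without a change of threshold gave 7744 to 13176 higher and 5962 to 9415 lower. The median log2 fold change of all genes was 0.04, and moved to 0.51 in the RMA matrix, to 0.19 with quantile normalization and to -0.19 without the filter on dim probes, in which 35057 genes were tested. With replicate number as a block, 9465 genes were higher and 8844 lower, and deviations of samples with the same number had a correlation of 0.0782 across genes.

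Stricter thresholds gave fewer genes by construction. At the study's threshold, 1650 genes were higher and 2985 lower, 175 members of the keyword lists were higher and 363 lower, against 627 and 804. With the methods' t-test at that threshold, 1612 and 2925 genes and 171 and 360 members passed. With the RMA matrix at that threshold, 2609 and 2565 genes and 224 and 318 members passed. At 2-fold and unadjusted p, 4371 genes were higher and 5404 lower and 324 members were higher. At 2-fold and adjusted p, 4353 genes were higher and 5381 lower and 323 members were higher. FaPRE1 (gene30478), at -0.65, misses each of these folds, and at -0.19 in the RMA matrix it did not pass either threshold (adjusted p = 0.0797 there). For FaPRE3 (gene03986), which at -0.20 had not passed the test, the sign was reversed to 0.26 in the RMA matrix at either threshold, to 0.18 with quantile normalization and to 0.13 with the normexp correction. The ribosomal protein list, which lay above all genes, lay at -0.10 relative to them with quantile normalization. For the reversals the cause was not tested.

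Leaving out each sample in turn gave 8081 to 8858 genes higher and 8014 to 8114 lower, 546 to 594 list members higher and 744 to 768 lower, 154 of Additional file 9 higher each time, 198 to 199 of Additional file 10 lower and 25 of Additional file 7 higher each time, and log2 fold changes of -0.70 to -0.61 for gene30478, 2.28 to 2.41 for gene28320 and -0.31 to -0.10 for gene03986. The fit with the slide as a block equals that without red replicate 1. Apart from the FaPRE genes above, none of the 125 results on named genes was reversed under the alternatives, and 1 (gene05604) did not pass the methods' t-test, 9 the study's threshold and 2 the 2-fold thresholds. For a gene with 1 probe, only the scalings, the slide block and a left-out sample can change the fold. The other alternatives could not have reversed it. Most of the named genes were chosen for the size of their change, so a reversal by the scaling was unlikely from the start. Of the 22 lists, 9 passed camera with the preset correlation and 0 with an estimated correlation (lowest adjusted p = 0.336). The latter test has only 2 residual degrees of freedom, on which a list could hardly pass. With the preset correlation 18 to 22 lists kept their side of the threshold under each alternative run on them. The medians of the flavonoid, aroma, gibberellin and heat shock lists, which had not passed, changed sign relative to all genes with quantile normalization. The protease call was lost with all 4 arrays required (adjusted p = 0.218), and the ribosomal call without red replicate 2 (0.0619) or green replicate 1 (0.0535). The housekeeping list, at 0.0583, passed in the RMA matrix, without the filter, with all 4 arrays required, with an intensity trend and with the slide as a block (0.0397 to 0.0491). Genes near background, 1127 in red and 1058 in green receptacle, have folds that the arrays bound from below only, and only under the background subtraction used.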

Differences from the paper's values

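For 21 genes named in the text of the paper, Additional files 9 and 10 give a fold of red over green receptacle, read here as linear since the highest could not be a log2 value, and for 19 of them the value here differed by more than 1.5 times and by more than the spread between arrays. The paper's fold was 62.0 for gene31413 (FaMYB10), and the value here was 198. For gene28435 (FaEOBII) the paper gives 46.1 and the value here was 23.7, and for gene21638 (FaPG1) the paper gives 143 and the value here was 13.4. For gene31030 (FaRGlyaseI) the values were 12.0 in the paper and 23.0 here, for gene28407 (FaQR) 24.3 in the paper and 108 here (30.0 for the probe named FaQR), for gene07931 (FaAAT2) 11.3 in the paper and 29.6 here, and for gene34009 (FaAAT1) 4.08 in the paper and 73.2 here. For gene20700 (FaCAD1) the paper's fold of 11.7 stands against 339 here, for gene25260 (FaEGS2) the paper's 207 against 855, for the chalcone synthase gene gene26826 the paper's 3.02 against 1.49 and for the cinnamoyl-CoA reductase gene gene29482 the paper's 4.52 against 14.4.

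Among the genes of Table 2, the paper's fold for gene01986 was -7.03 and the value here was -2326. For gene23429 the paper gives -8.33 and the value here was -90.0, for gene04435 the paper gives -7.73 and the value here was -37.1, and for gene20426 the paper gives -2.57 and the value here was -9.10. The paper's folds of -4.08 for gene26607, -28.9 for gene09384 and -2.26 for gene11861 stand against -11.7, -94.5 and -45.6 here. For gene24005 the paper's -52.2 stands against -28.6 here. In 15 of the 19 the change was larger here and in 4 it was smaller, and gene14611 (FaF3H) and gene02631 did not differ. Probes that the arrays name for the same genes, singled out after their values were seen, gave 30.0 for FaQR, within 1.5 times of the paper's fold, and 377 for Famyb10, 228 for FaCAD1 and 23.8 for FaRGL1, which were not.

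Of the alternatives set before the data were examined, the study's RMA matrix brought gene28435 (33.2) and gene26826 (2.05) within the paper's value, and the slide as a block, like leaving out red replicate 1, did so for gene24005 (-37.6). The remaining alternatives left these 3 genes apart, and 16 genes differed under every one of the alternatives, 11 for each gene and 10 for gene25260 and gene24005. Several of these could not change a fold. Each gene had 1 probe, so the filters, the median over probes and the replicate block returned the main fold. The slide as a block repeats the fit without red replicate 1. The normexp correction, which was chosen after seeing the values, brought gene31030 to 13.2 and gene09384 to -30.2, near the paper's, and under it 154 genes of Additional file 9 were still higher and 201 of Additional file 10 lower, so that 6 and 10 of the listed genes are not called in the paper's direction, among them the 4 and 6 genes given below, which passed the test in the opposite direction. The same correction moved others away from the paper's value, such as gene24005 to -4.53 and gene28435 to 16.9, and left 17 of the 19 genes apart.

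The paper lists all 160 genes of Additional file 9 as higher in red receptacle and all 211 of Additional file 10 as lower. At its stated threshold, 127 and 176 of them passed here, and the folds that it prints are under 4, the linear fold of that threshold, for 49 and 126 genes and under 2 for 0 genes of either list, with a p over 0.05 for 14 genes of Additional file 9. The printed folds thus all reach a linear fold of 2. At that fold and an adjusted p under 0.05 from limma, 149 and 194 genes passed here. Opposite to Additional file 9, gene32734 had a log2 fold change of -0.58, gene32831 of -0.51, gene32864 of -0.71 and gene33610 of -0.82, for which the paper's folds are 3.205, 10.392, 3.102 and 3.821, and all stayed negative in the RMA matrix, where gene32864 alone passed the test. Opposite to Additional file 10, gene08094 had a log2 fold change of 0.72, gene08095 of 0.42, gene08096 of 0.60, gene18645 of 1.63, gene28290 of 2.87 and gene28479 of 1.64, for which the paper's folds are -2.82, -4.71, -3.16, -2.16, -2.24 and -2.22.

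The paper states from qRT-PCR that FaPRE1 transcripts rise up to the red stage, and gene30478 was lower in red receptacle on these arrays, at -0.65, while the probe named FaPRE1 was higher, at 2.55. It states that FaPRE2 and FaPRE3 are hardly transcribed in the receptacle. On these arrays gene28320 (FaPRE2) stood at 4.36 ± 0.04 (SD, n = 2) in red and 2.01 ± 0.09 (SD, n = 2) in green receptacle on the log2 scale above the array's 75th percentile, and gene03986 (FaPRE3) at -2.65 ± 0.15 (SD, n = 2) and -2.44 ± 0.08 (SD, n = 2), below it. Those statements rest on another assay, and whether its samples were those of the arrays is not stated in the paper's text. The paper reports highly similar FaPRE proteins and used primers specific to each gene. Without the probe sequences it cannot be told whether the gene28320 probe reads FaPRE2 transcript alone. Signals of different probes are also not comparable as amounts of transcript, so these levels leave the difference from the qRT-PCR unsettled. The rise of gene28320 in red receptacle, a log2 fold change of 2.35, does not rest on a comparison between probes. The paper also states that the growth genes released by silencing belong mostly to cell wall metabolism, and 27 of the 211 genes fell in the cell wall lists used here, while 98 fell in any list. These keyword lists do not cover every cell wall gene, so the count does not test that statement.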

Other observations

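The tests of explanations in this part were chosen after the results were seen. Outside the genes that the paper discusses, and among genes well above background on all 4 arrays, large increases in red receptacle were those of a probe named FaGST1, by its name a glutathione S-transferase, with a log2 fold change of 10.11 (standard error 0.31, adjusted p = 9.3e-05 from limma), and of gene09427, also described as a glutathione S-transferase, an enzyme family that includes carriers of anthocyanin to the vacuole, with 9.27 (standard error 0.06, adjusted p = 3.1e-05 from limma). The probe FaFenilCBER rose by 9.38, the elicitor-responsive gene gene19112 by 8.64 and the class IV chitinase gene gene21702 by 8.49, and gene34259 and gene34867, which have no description, by 9.02 and 8.69. The largest decreases among such genes, besides gene01986, were those of gene12923 (-10.91), of gene19619, with the enzyme number of a peroxidase (-10.36), and of gene23387 (-9.69) and gene14692 (-9.19), both of unknown function. They were followed by the proline-rich protein gene gene31112 (-9.05), the plastocyanin gene gene08591 (-9.00), the Bet v I family gene gene00687 (-8.96), the squamosa promoter-binding gene gene29726 (-8.78) and the lipid binding gene gene18729 (-8.73). All of them had an adjusted p under 0.05 from limma, and both samples of each stage showed the direction.

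Water channels were among the groups that declined, with 19 of 24 aquaporin genes lower in red receptacle and 5 higher, a median log2 fold change of -2.30 and a fall of 4.59 for gene21573 (standard error 0.08, adjusted p = 4.2e-05 from limma), while the NIP gene gene02878 rose by 4.21 (standard error 0.10, adjusted p = 6.5e-05 from limma). Late embryogenesis abundant proteins and dehydrins, which protect cells from drying and are also abundant in maturing seeds, were higher for 16 of 24 genes and lower for 6, with a median of 0.93, and gene13468 rose by 5.96 (standard error 0.09, adjusted p = 3.2e-05 from limma). The seed storage and oil body genes, markers of the achenes, were higher for 18 of 28 and lower for 7, with a median of 0.86. Of 214 ribosomal protein genes 105 were higher, 45 were lower and 64 did not pass, with a median of 0.27, and of 125 heat shock and chaperone genes 56 were higher and 36 lower (37 when adjusted over the list alone) with a median of 0.19. Relative to all genes the medians of these lists were 0.23 and 0.16, and with quantile normalization they were -0.10 and -0.06, while in the study's RMA matrix 160 ribosomal protein genes were higher and 27 lower, and 81 heat shock genes were higher and 22 lower. Of 49 pathogenesis-related genes 22 were higher and 18 lower, with a median of 0.32, and of 74 genes of sugar and starch metabolism 33 were higher and 27 lower, with a median of 0.18. Lipid transfer and cutin or wax genes were higher for 5 of 17 and lower for 8, with a median of -0.31 that was above 0 under each other scaling. Counts adjusted over each list alone were the same except where given. With the preset correlation, camera gave an adjusted p of 0.0031 for aquaporins, 0.0873 for late embryogenesis abundant proteins (0.0375 without the filter on dim probes), 0.0251 for ribosomal proteins (0.968 with quantile normalization, 0.942 with the normexp correction, 0.0619 without red replicate 2 and 0.0535 without green replicate 1), 0.277 for heat shock proteins, 0.387 for pathogenesis-related proteins, 0.710 for sugar and starch and 0.467 for lipid transfer. With an estimated correlation, on 2 residual degrees of freedom, none of the 22 lists passed, as hardly any could. The lowest value was an adjusted p = 0.336, which aquaporins and ribosomal proteins had.

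Among hormone genes, the gibberellin 2-oxidase gene gene31337, whose product inactivates gibberellins, rose by a log2 fold change of 3.95 (standard error 0.07, adjusted p = 4.3e-05 from limma), and another, gene05020, was at least 342-fold higher (adjusted p = 1.3e-04 from limma) and not well above background in green receptacle, while the DELLA gene gene30958 fell by 4.13 (standard error 0.07, adjusted p = 3.5e-05 from limma). Of 25 gibberellin genes 12 were higher, 9 lower and 4 did not pass, and the list's median of -0.06 and the direction that camera gave, which was up, differ in sign (adjusted p = 0.770 with the preset and 0.778 with an estimated correlation). Of 5 abscisic acid genes 4 were higher and 1 was lower, and the ripening protein gene gene08120 rose by 2.57 (standard error 0.08, adjusted p = 1.1e-04 from limma), with a camera adjusted p = 0.157 (0.0491 with all 4 arrays required), or 0.508 with an estimated correlation. Housekeeping genes, which were set as a sign of RNA quality, were higher for 12 of 21 and lower for 3, with a median of 0.46 and a camera adjusted p = 0.0583 (0.0397 to 0.249 over the alternatives, some of which it passed), or 0.360 with an estimated correlation. Of the 27 genes of the qRT-PCR table in Additional file 7, which the study chose for their change, 25 were higher in red receptacle and 1 was lower.

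The folds printed in Additional files 9 and 10 and the array values went in the same direction for 154 of 158 and 202 of 211 genes, with a correlation across genes, which are not independent replicates, of 0.628 and 0.362. They lay within 1.5 times of each other for 62 and 22 genes, and the median fold was 7.00 in the paper and 13.5 here for Additional file 9, and 3.33 and 14.4 for Additional file 10. The normalization of the study's RMA matrix as the whole cause is argued against, since 72 of 371 folds computed from that matrix lay within 1.5 times of the printed ones. A displacement of a whole list by up to 3 places against its gene names is argued against as well, since the highest correlation after such a move was 0.128. Larger displacements, or those of part of a list, were not tested.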
